# Defining tumor-associated vascular heterogeneity in pediatric high-grade and diffuse midline gliomas

**DOI:** 10.1186/s40478-021-01243-1

**Published:** 2021-08-23

**Authors:** Xin Wei, Michaël H. Meel, Marjolein Breur, Marianna Bugiani, Esther Hulleman, Timothy N. Phoenix

**Keywords:** Pediatric high-grade glioma, Diffuse midline glioma, Blood brain barrier, Endothelial cells, Neurovascular unit, Diffuse intrinsic pontine glioma, H3K27M, Wnt signaling

## Abstract

The blood–brain barrier (BBB) plays important roles in brain tumor pathogenesis and treatment response, yet our understanding of its function and heterogeneity within or across brain tumor types remains poorly characterized. Here we analyze the neurovascular unit (NVU) of pediatric high-grade glioma (pHGG) and diffuse midline glioma (DMG) using patient derived xenografts and natively forming glioma mouse models. We show tumor-associated vascular differences between these glioma subtypes, and parallels between PDX and mouse model systems, with DMG models maintaining a more normal vascular architecture, BBB function and endothelial transcriptional program relative to pHGG models. Unlike prior work in angiogenic brain tumors, we find that expression of secreted Wnt antagonists do not alter the tumor-associated vascular phenotype in DMG tumor models. Together, these findings highlight vascular heterogeneity between pHGG and DMG and differences in their response to alterations in developmental BBB signals that may participate in driving these pathological differences.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-021-01243-1.

## Introduction

The blood–brain barrier (BBB) is a specialized vascular structure within the brain formed by the neurovascular unit (NVU) which consists of endothelial cells, pericytes, astrocytes and neurons [1]. While essential for normal brain function and homeostasis, the BBB poses a problem for treating CNS related diseases since the majority of drugs and small molecules display limited brain penetration [2]. BBB function was historically considered disrupted in brain tumors based on studies using aggressive adult glioma models that do not accurately reflect the diversity and pathological heterogeneity identified across adult and pediatric brain tumor entities [3, 4]. Our understanding of intra- and inter-tumoral BBB heterogeneity continues to improve with advancements in defining molecular subgroups of human brain tumors, and the development of accurate patient-derived xenograft (PDX) and genetically engineered mouse models (GEMMs) that faithfully recapitulate features of primary human brain tumors.

Pediatric high-grade gliomas (pHGGs) are among the most common childhood brain tumors and can be divided into multiple subgroups based different features including histology, location, mutation status and molecular profile [5–8]. One of the most lethal pHGG types are H3K27M mutant diffuse midline gliomas (DMGs), which encompass midline and brainstem gliomas that harbor H3K27M mutations [7, 9]. Treatment options remain limited for DMG patients, and no chemotherapy or targeted therapy has demonstrated significant survival benefits thus far [8, 10]. One proposed reason for the failure of systemically delivered therapies is that DMGs maintains a more intact BBB compared to other non-brainstem tumors, as clinicians have noted that DMGs frequently display little to no contrast enhancement on magnetic resonance imaging (MRI) [11, 12]. Yet a detailed characterization or direct comparison of tumor-associated vasculature in cortical pHGGs and DMGs has not been systematically performed.

Here, employing patient derived xenografts (PDX) and in utero electroporation (IUE) based mouse models of cortical pHGG and brainstem DMG, we perform a histological and molecular analysis of tumor-associated vasculature. We show that cortical pHGGs induce changes traditionally associated with glioblastoma vasculature [13], including abnormal vessel morphology and BBB disruption, while brainstem DMGs maintain a similar vascular content and architecture to that of the normal brainstem. Additional transcriptomics studies support our phenotypic analyses and suggest that DMG endothelial cells are maintained in a stable and mature state. While expression of Wnt-antagonists in other aggressive pediatric brain tumors, such as medulloblastoma [14, 15] and adult glioblastoma induces BBB disruption [16, 17], we find that their expression does not alter the BBB or tumor-associated vascular phenotype in DMG models. Our findings provide direct evidence of tumor-associated vascular differences between DMG and pHGG tumors and underscore the need to consider intra- and inter-tumor heterogeneity in vascular content and BBB function when developing therapeutic strategies that target tumor cells or their vasculature.

## Materials and methods

### Plasmid constructs

DNA plasmids were construct as we previously described [18]. PBCAG**-**H3.3G34R-Ires-eGFP was generated by InFusion (Takara) PCR site directed mutagenesis from an H3F3A template plasmid (Addgene #42,632) and insertion into EcoR1 linearized PBCAG-Ires-eGFP. PBCAG-Dkk1-Ires-eGFP was generated by PCR amplification of Dkk1 and insertion by InFusion ligation into EcoR1 linearized PBCAG-Ires-eGFP. PBCAG-Fzd8-CRD-IgG was created by PCR amplification of Fzd8-CRD-IgG (Addgene #16,689) and insertion by InFusion ligation into EcoR1 linearized PBCAG-Ires-eGFP. All plasmids were verified by Sanger sequencing (CCHMC DNA sequencing core), and plasmid stocks prepared by using NuceloBond Xtra Maxi EF endotoxin-free kits (Machery-Nagel).

### IUE mouse models

All IUE related mouse work was done according to institutional and IACUC review boards (University of Cincinnati). The IUE procedure to generate pediatric high-grade glioma and diffuse midline glioma mouse models was performed as previously described [18]. Briefly, IUE pHGG mouse models were created by lateral ventricle injection of PdgfraD842V + H3.3G34R + DNP53 + Pbase plasmids (all at 1 µg/µL). IUE DMG mouse model were created by 4^th^ ventricle injection of PdgfraD842V + H3.3K27M + DNP53 + Pbase plasmids. Control BS or CTX IUE conditions were created by 4^th^ or lateral ventricle injections respectively of H3.3WT + DNP53 + Pbase plasmids. Survival curves were generated in GraphPad Prism using Log-rank Mantle-Cox statistical tests.

### Patient derived xenograft pHGG and DMG models and primary tumor samples

Pediatric HGG and DIPG/DMG patient derived xenograft (PDX) samples are from Dr. Esther Hulleman’s group at VU University Medical Center, Amsterdam, The Netherlands. All PDX experiments were carried out at the VU University Medical Center in accordance with the Declaration of Helsinki and national and institutional guidelines. 5- to 6-week old NOD/SCID/Il2rg-/- mice (Jackson) were intracranially injected with 500,000 cells of each of the following primary cultures: VUMC-DIPG-F [19], VUMC-DIPG-G, VUMC-HGG-11 [20], VUMC-HGG-14 [21]. The stereotactic coordinates that were used to inject into the pons (VUMC-DIPG-F and -G) were 0.8 mm laterally, 1 mm caudally, and 4.5 mm ventrally from the lambda. The stereotactic coordinates that were used to inject into the striatum (VUMC-HGG-11 and -14) were 2 mm laterally, 1 mm cranially, and 3 mm ventrally from the bregma. Cells were injected in an injection volume of 5 μL at a flow rate of 1 μL/minute to minimize the neurological side effects of the procedure. Primary tumor-tissue was obtained through surgical resection (pHGG) or via a brain autopsy study (DIPG/DMG) in the Amsterdam UMC (Amsterdam, the Netherlands), in accordance with the declaration of Helsinki and approved by the institutional review board of Amsterdam UMC, location VUmc (METc VUmc, study number: VUMC2009/237) and the Scientific Committee of the Dutch Childhood Oncology Group (DCOG).

### Tissue collection, processing and immunostaining

Upon development of neurological symptoms, mice were deeply anesthetized before perfusion with cold DPBS followed by 1% PFA. Brains were rapidly dissected in cold DPBS and then fixed in 100% MeOH at 4 °C overnight. Samples were rehydrated at 4 °C in DPBS for 4 h before embedding in 3% low-melt agarose gel (IBI scientific, #B70051). 150 um thick free-floating sections were cut using a Leica vibratome. Floating sections were incubated in blocking solution (PBS + 0.5% Triton x-100 + 10% normal donkey serum) at RT for 30 min before incubating with primary antibodies at 4 °C overnight. The next day sections were washed in DPBS, transferred to blocking solution containing the appropriate secondary antibodies (1:500) and incubated at room temperature for 2 h. Finally, sections were incubated in Hoechst (1:1000 in PBS) for 10 min before final DPBS washing and mounting onto slides (Fisher, Superfrost), and coverslipped (Prolong Gold Antifade, ThermoFisher). Primary antibodies used in this study include: eGFP (Aves, #GFP1020), CD31 (BD Biosciences, #550,274), Glut1 (Millipore, #07–1401), Collagen IV (BioRad, #161,115), Desmin (Cell Signaling, #5332), human Vimentin (eBioscience, #11–9897-82), Claudin-5 (Thermofisher, #352,588), Plvap (BD Biosciences, #550,274), Ter119 (Invitrogen #14–5921-82) and Hoechst (ThermoFisher). Corresponding secondary antibodies used were all purchased from Jackson ImmunoResearch. Images were acquired on a confocal microscope (Nikon A1), and image analysis was performed in NIH Image J. Statistical analyses of these data were performed in GraphPad prism as described in the manuscript. P-values of ≤ 0.05 were considered statistically significant.

For histology, mouse brain tissue was fixed in 10% formalin overnight and transferred to 70% ethanol before paraffin embedding. 5 μm thick sections were prepared on a microtome (Lecia), and processed for hematoxylin–eosin (H&E) staining. For immunohistochemistry of primary patient samples 5 µm thick paraffin sections were prepared and stained using standardized techniques. Primary antibodies used include anti-CD31 (Dako, #M0823), anti-Cldn5 (Invitrogen, #34–1600) and anti-Glut1 (Millipore, #07–1401). Stains were developed with secondary HRP and DAB immunoreactivity secondary kits (Dako) and counterstained with Hematoxylin before mounting.

### TMR dextran BBB permeability assay

10-kDa Tetramethylrhodamine (TMR)-dextran (ThermoFisher # D1817) was dissolved in sterile DPBS at a concentration of 10 mg/ml. TMR dextran was administered as previously described elsewhere [22]. Following circulation of the dextran tracer brains were harvested in ice-cold DPBS and fixed in 4% PFA overnight. Fixed brains were washed in DPBS the next day, followed by incubation in 30% sucrose for 48 h at 4˚C before embedding in tissue freezing media. 50 μm thick free-floating sections were cut using a Leica cryostat.

### Magnetic cell sorting (MACS)

Endothelial cells (ECs) were purified using magnetic sorting using MACS (Miltenyl Biotec) according to the manufacturer’s protocol. All antibodies, buffers and equipment were purchased from Miltenyl Biotec. Briefly, tumor or normal tissues were micro dissected under a fluorescent stereoscope, and 3–4 tumors or control tissue samples were pooled together to minimize variability between individual tumors. Samples were then dissociated by incubation in a Collagenase IV cocktail for 45 min at 37 °C. Collagenase IV dissociation solution was made by mixing 32 mg collagenase IV (Worthington, #LS004209), 10 mg Deoxyribonuclease I (Worthington, #LS002007), 20 mg Soybean trypsin inhibitor (Worthington, #LS003587) with 10 mL DPBS. Following incubation and trituration, cell suspensions were passed through 40 μm mesh cell strainers. Myelin and cellular debris were removed using debris removal solution (Miltenyl Biotec #130–109-398), and red blood cells (RBCs) removed by incubation in ACK lysing buffer (Thermo Fisher, #A10492-01). Cell pellets were resuspended in 90 μL PEB buffer / 10 million cells. PEB buffer was prepared by diluting MACS BSA stock solution (#130–091-376) 1:20 with autoMACS rinsing solution (#130–091-222). Cells were blocked by adding 10 μl of FcR blocking reagent and incubated with 15 μL of CD45 microbeads (#130–052-301) at 4 °C for 15 min, then applied to MS column (#130–042-201) against a magnetic separator followed by two washes with PEB buffer. CD45-negative flow through cells were then collected and labeled with CD31 microbeads (#130–097-418) and passed through a new MS column against a magnetic separator followed by two washes with PEB buffer. CD45-negative/CD31-positive ECs retained within the MS column were eluted in PEB buffer by expelling with the provided column plunger. Purified cell numbers were determined using an automated cell counter (Thermo Fisher) and then processed for total RNA isolation.

### RNA preparation, real-time quantitative PCR, whole transcriptome sequencing and analysis

Total RNA was isolated from freshly isolated samples using the NucleoSpin Plus RNA kit (Macherey–Nagel) as previously described [18]. cDNA was synthesized using SuperScript Vilo cDNA synthesis kit (Thermo Fisher, #11,754,050) according to manufacture protocol. Real-time PCR was performed using a Bio-Rad CFX qPCR system. The fold increase was determined using the 2 − ΔΔCT method. *Gapdh* was used as endogenous control to normalize mRNA expression level. The following primers were purchased from IDT. *Gapdh*, Fwd: AGG TCG GTG TGA ACG GAT TTG, Rvs: TGT AGA CCA TGT AGT TGA GGT CA; *Cd31*, Fwd,: ACG CTG GTG CTC TAT GCA AG, Rvs: TCA GTT GCT GCC CAT TCA TCA; *Tie2*, Fwd: GAG TCA GCT TGC TCC TTT ATG G, Rvs: AGA CAC AAG AGG TAG GGA ATT GA; *Vegfr2*, Fwd: TTT GGC AAA TAC AAC CCT TCA GA, Rvs: GCA GAA GAT ACT GTC ACC ACC; *NeuN*, Fwd: ATC GTA GAG GGA CGG AAA ATT GA, Rvs: GTT CCC AGG CTT CTT ATT GGT C; *Cd68*, Fwd: TGT CTG ATC TTG CTA GGA CCG, Rvs: GAG AGT AAC GGC CTT TTT GTG A; *Dkk1*, Fwd: CTC ATC AAT TCC AAC GCG ATC A, Rvs: GCC CTC ATA GAG AAC TCC CG. RNA-sequencing was performed as previously described [18]. RNA quality control was performed on a bioanalyzer (BioRad) to ensure the quality of each sample submitted. For isolation of polyA RNA, a NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs) was used for polyA RNA purification with a total of 1 μg good quality total RNA as input. The SMARTer Apollo NGS library prep system (Takara) was used for automated polyA RNA isolation. For RNA sequencing library preparation, the library for RNA-seq was prepared by using the NEBNext Ultra II Directional RNA Library Prep Kit (New England BioLabs). After indexing via PCR enrichment (8 cycles), the amplified libraries together with the negative control were cleaned up for quality control analysis. To study differential gene expression, individually indexed and compatible libraries were proportionally pooled (~ 25 million reads per sample in general) for clustering in the cBot system (Illumina). Libraries at the final concentration of 15 pM were clustered onto a single-read flow cell using the IlluminaTruSeq SR Cluster Kit v3, and sequenced to 51 bp using theTruSeq SBS Kit v3 on the Illumina HiSeq system. Sequence reads were aligned to the reference genome using the TopHat aligner and reads aligning to each known transcript were counted using Bioconductor packages for next-generation sequencing data analysis. The differential expression analysis between different sample types was performed using the negative binomial statistical model of read counts as implemented in the edgeR Bioconductor package. Transcriptional profiles were interrogated with iGEAK (Interactive Gene Expression Analysis Kit for microarray and RNA-seq data), an R (v3.3.2) and JavaScript based open-source desktop application [23]. Functional enrichment of differentially expressed gene lists between conditions was performed using iGEAK and gProfiler using default settings [24]. Transcription factor protein–protein interaction networks were generated using Enrichr [25]. All RNA-seq files are deposited in Gene Expression Omnibus as GSE179372.

## Results

### pHGG and DMG patient derived xenografts display tumor-associated vascular differences.

The presence of contrast enhancement (CE) in magnetic resonance imaging (MRI), indicating gadolinium leakage outside of blood vessels, is a common feature in most glioblastomas [13]. Yet prior radiological studies have noted DMG patients tend to display limited to no CE, suggesting the maintenance of a mostly intact BBB [11, 12, 26]. To investigate potential vascular differences between DMG and pHGG tumors, we examined available orthotopic PDX models [19–21]. Staining PDX tumor samples with a human specific tumor cell marker (hVimentin) and pan-endothelial marker (CD31) revealed minimal changes in the vasculature phenotype of DMG PDXs (Fig. 1a, b). In contrast pHGG PDXs displayed decreased blood vessel density, vascular branchpoints and enlarged lumens (Fig. 1b, d, e). Staining for the tight junction marker Claudin5 (Cldn5) and BBB associated glucose transporter Glut1 (also known as Slc2a1) found both expressed in pHGG and DMG PDX vasculature, although pHGG PDXs displayed small but significant decreases in Glut1-expressing vessels, along with regions of disorganized Cldn5 tight junctions in vessels (Fig. 1c, f). In contrast, DMG PDX blood vessels showed no noticeable differences in the expression or organization of Glut1 and Cldn5 compared to normal brain regions (Fig. 1c). In parts of pHGG tumors that contained necrotic regions there was a transition of Glut1 staining from vascular to non-vascular cells (i.e., tumor cells or associated macrophages), likely indicating a metabolic response to hypoxic conditions [27] (Additional file 1: Fig. S1). Additional staining of primary human DMG and pHGG samples for CD31, Cldn5 and Glut1 showed similar patterns to PDX models, providing further evidence for vascular differences between these tumors (Additional file 1: Fig. S2). This data, together with prior radiological studies in patients and PDX models [12, 19, 26, 28], suggests DMGs maintain a relatively intact BBB compared to cortical pHGGs.

**Fig. 1:**
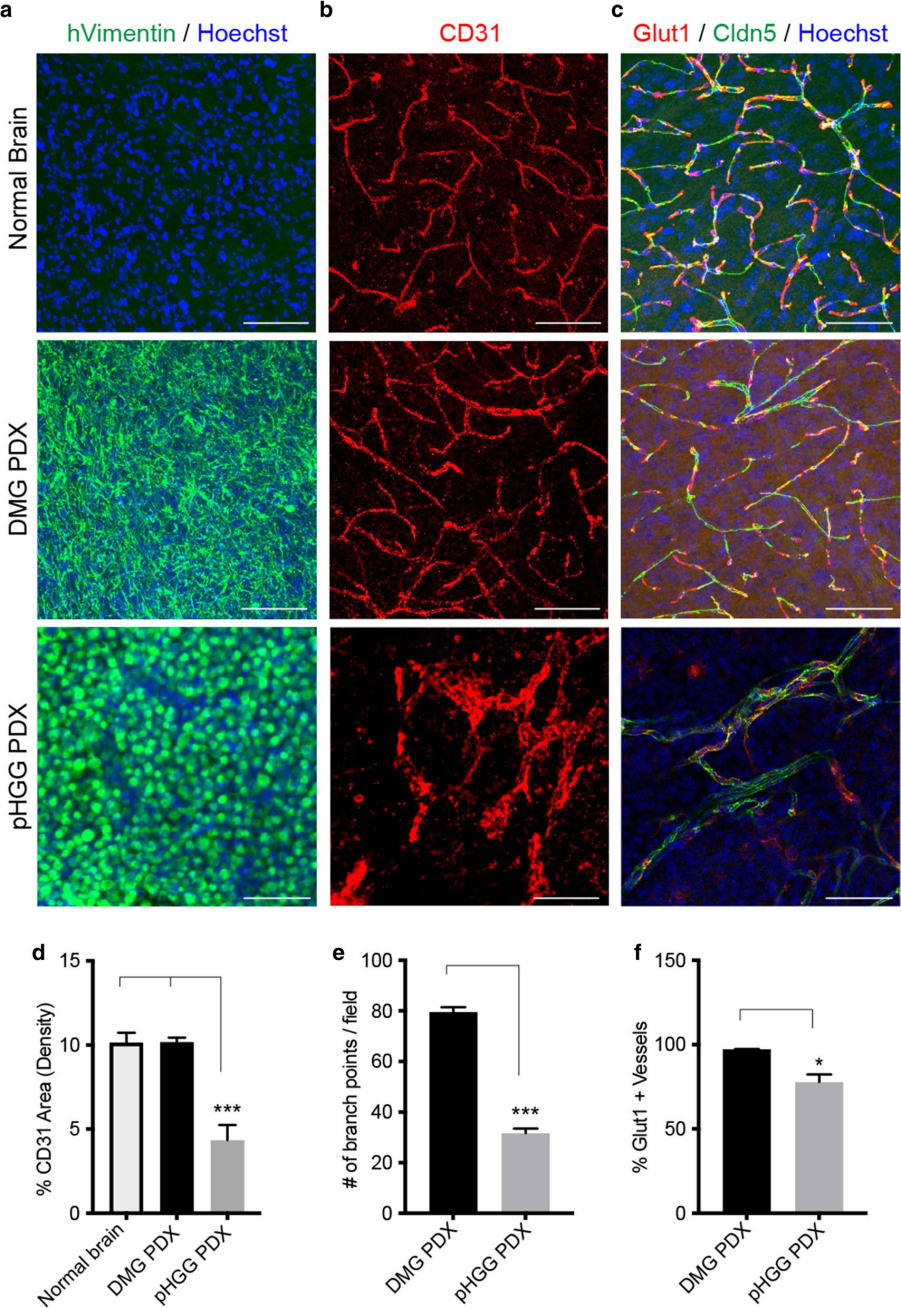
Tumor associated vascular differences in orthotopic patient derived xenograft pHGG and DMG models. Representative immunofluorescent images of pHGG, DMG PDX samples and normal brain labeled with **a** hVimentin and Hoechst, **b** CD31 and **c** Claudin-5 and Glut1 and Hoechst. Scale bar = 20 μm. Quantification of **d** CD31-positive blood vessel density in the normal brain (n = 5), DMG PDX (n = 5) and pHGG PDX (n = 3), **e** branchpoints and **f** % Glut1-positive blood vessels in DMG PDX (n = 5) and pHGG PDX (n = 3). Data are presented as mean ± SEM *P < 0.05, **p < 0.001, ***p < 0.0001, unpaired t-test with Mann–Whitney posthoc comparison

### Cortical pHGG and brainstem DMG mouse models recapitulate tumor-associated vascular differences

To further examine vascular differences between pHGG and DMGs we employed recently developed glioma mouse models created by in utero electroporation (IUE) [18, 29]. DMG mouse models were made by brainstem targeted IUE of Piggybac DNA plasmids expressing PdgfraD842V, DNp53 and H3.3K27M. To generate cortical pHGG mouse models, we replaced H3.3K27M with a plasmid expressing H3.3G34R, combine with PdgfraD842V and DNp53 expressing Piggybac DNA plasmids. Both H3K27M DMG and H3G34R pHGG IUEs resulted in the generation of fully penetrant gliomas in successfully electroporated offspring. H3K27M IUE DMGs formed at a significantly shorter latency compared to H3G34R IUE pHGGs (median survival for IUE DMG model (n = 12) was 30 days and 79 days for HGG (n = 19) respectively; Log-rank Mantel-Cox test; *P* < 0.0001) (Fig. 2a). This is in agreement with prior studies demonstrating the ability of H3K27M mutations to accelerate glioma formation [18, 30, 31], and with recent data showing that the H3G34R mutation does not significantly alter the formation or latency of PdgfraD842V expressing gliomas [32]. Cortical pHGG mouse models displayed histological features of glioblastoma, including pseudopalisading necrosis and microvascular proliferation, while brainstem DMG models displayed features of grade III (3) high-grade gliomas (Fig. 2c, d). Control cortical and brainstem IUEs (DNp53 + H3.3WT) did not effectively drive gliomagenesis, with only one tumor arising out of all samples (n = 23) (Fig. 2a).

**Fig. 2:**
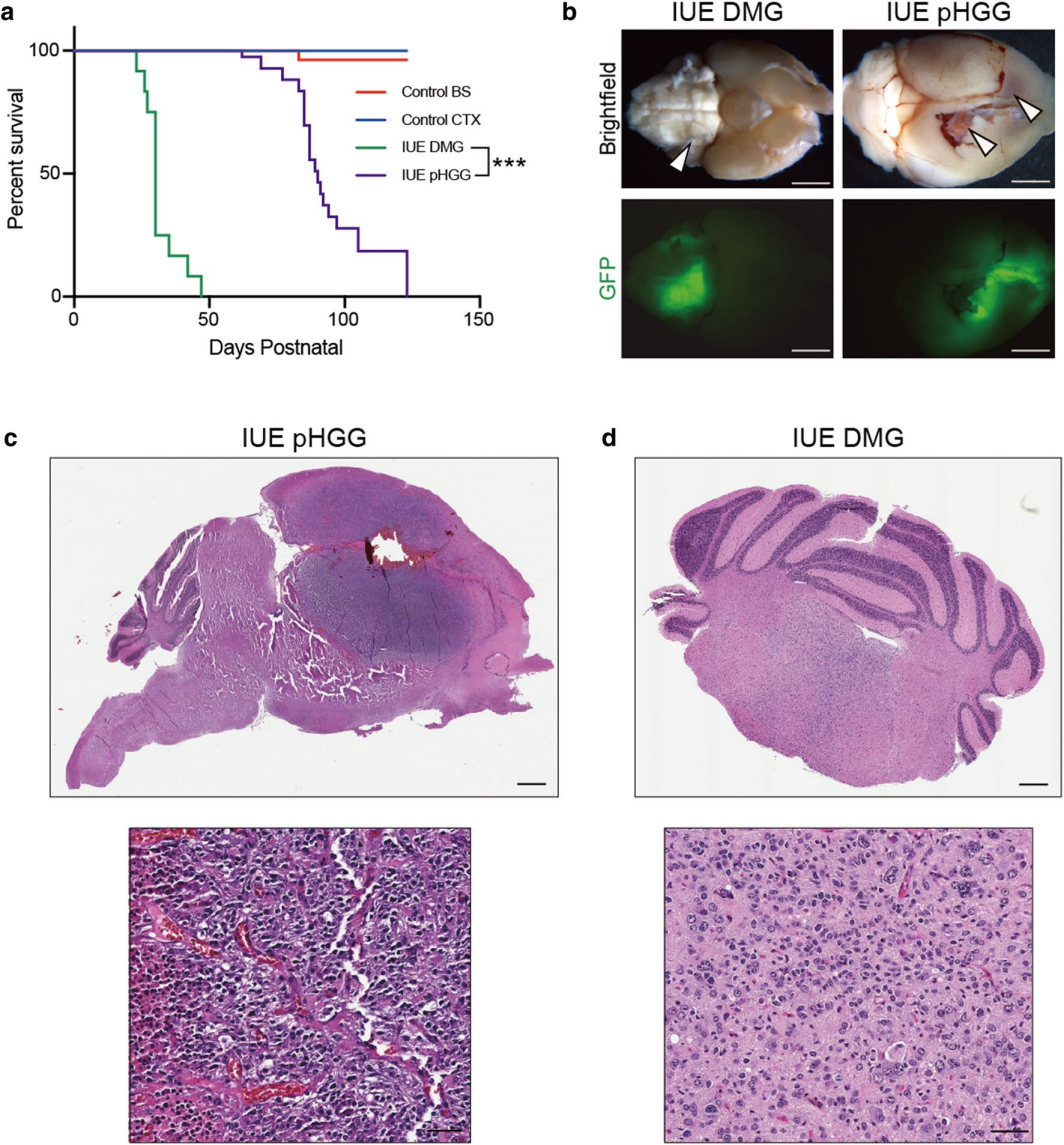
Generation of IUE pHGG and DMG mouse models. **a** Kaplan–Meier survival curves for IUE conditions: control brainstem (H3.3WT + DNp53, n = 11), control cortex (H3.3WT + DNp53, n = 12), IUE DMG (PdgfraD842V + DNp53 + H3.3K27M, n = 12) and IUE pHGG (PdgfraD842V + DNp53 + H3.3G34R, n = 19). ***p < 0.0001, Log-rank Mantel-Cox test. **b** Representative whole brain brightfield and GFP images depicting the regional location of IUE DMG and pHGG mouse models. Arrowheads point towards GFP-positive tumor regions. Scale bar = 1 mm. **c** H&E staining of IUE pHGG and IUE DMG sections. **d** High magnification inset images of H&E stained sections. Scale bars = 500 µm (top panels) and 50 µm (bottom panels)

Upon collecting tumor samples, we noted areas of macroscopic hemorrhage in all the cortical pHGGs, a feature not found in brainstem DMG models (Fig. 2b). To compare tumor-associated vasculature within these models we stained normal control, IUE DMG and IUE pHGG tumors with the pan-endothelial marker CD31 and quantified blood vessel density, diameter and branchpoints. Relative to normal cortical vessels, IUE pHGGs displayed significantly enlarged and dilated vessels (Fig. 3a, b), reduced overall vascular density (Fig. 3a, c) and reduced vessel branching (Fig. 3a, d). While there was no significant difference between normal brainstem and IUE DMG blood vessels, comparison of IUE pHGG and DMG vessels revealed pHGG tumors displayed a mean vascular diameter approximately two times larger than that of DMG tumors, and reduced vessel density and branching of nearly two and five times smaller than that of DMG tumors respectively (Fig. 3a–d). IUE pHGG tumors do contain diverse intra-tumoral vascular features, with core regions showing tortuous and chaotic angiogenic vessels with diameters ranging from 2 μm to 40 μm, and bordering rim regions with a mixture of abnormal and normal vessel phenotypes. (Additional file 1: Fig. S3). Thus, de novo IUE mouse models of brainstem DMG and supratentorial pHGG recapitulate the architectural differences found in PDX tumor-associated vascular networks, providing an accurate system to study tumor-blood vessel interactions.

**Fig. 3:**
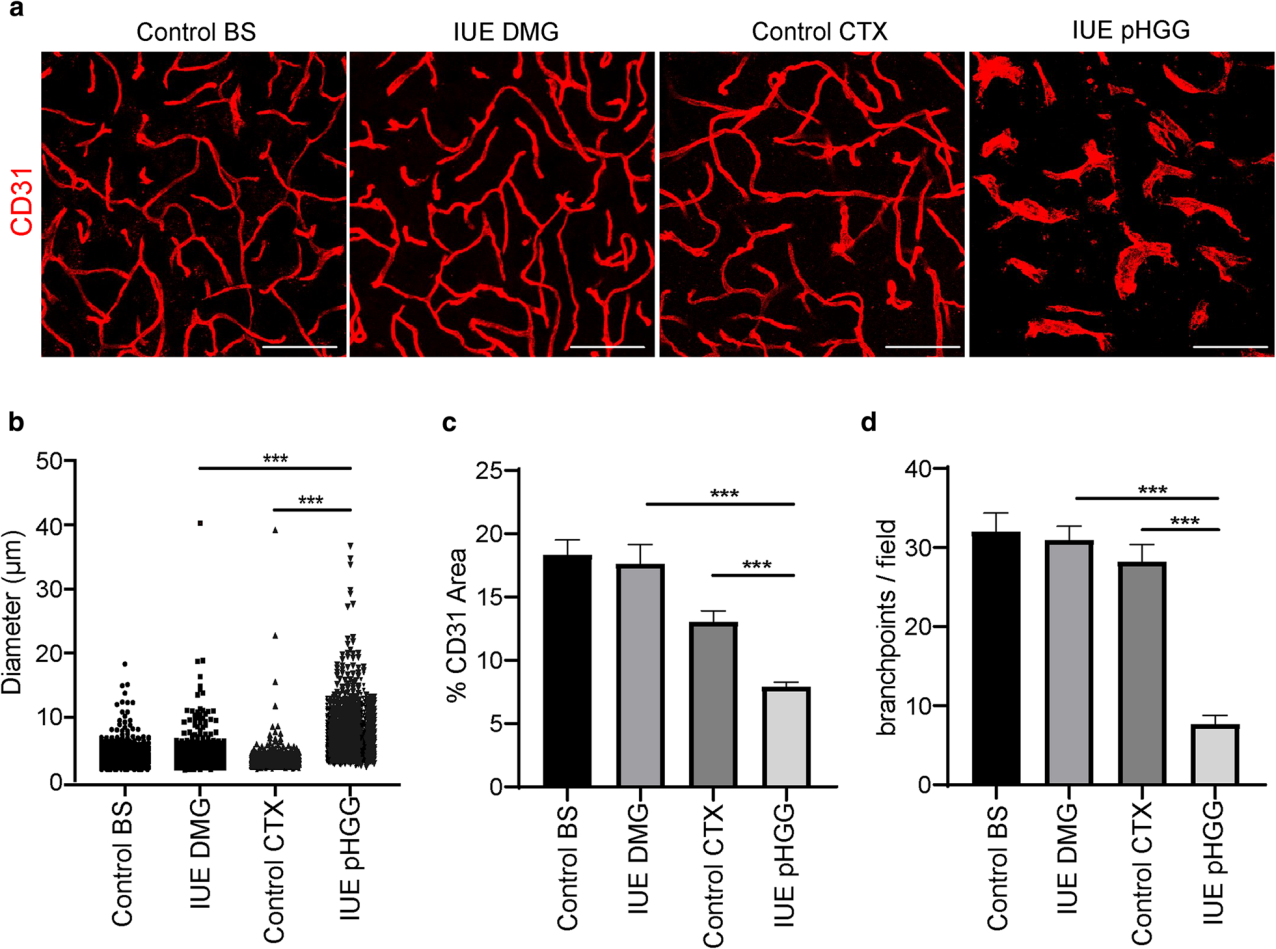
IUE pHGG and DMG mouse models recapitulate PDX tumor-associated vascular differences. **a** Representative immunofluorescent z-stack projection images of CD31-positive blood vessels in each experimental condition. Scale bar = 20 μm. Quantification of **b** CD31-positive blood vessel diameter, **c** density and **d** branch points. Control cortex and brainstem groups (n = 3), IUE DMG (n = 6) and IUE pHGG (n = 4). Data are presented as mean ± SEM. ***p < 0.0001; unpaired t-test with Mann–Whitney posthoc comparison

### pHGG and DMG mouse models display differences in vascular integrity and BBB function

To gain additional insight into these vascular differences we examined the vascular permeability of control and IUE tumor models by circulation of a fluorescently labeled dextran tracer (10 kDa TMR-Dextran). No extravascular leakage was found in control brainstem and cortical samples, or in IUE DMG tumors (Fig. 4a, b). On the other hand, IUE pHGG tumors displayed extravascular dextran leakage, suggesting an increased level of vascular permeability (Fig. 4a, b). This was also supported by the presence of extravascular red blood cells in IUE pHGG, but not IUE DMG tumors, as visualized by TER119 staining (Fig. 4c).

**Fig. 4:**
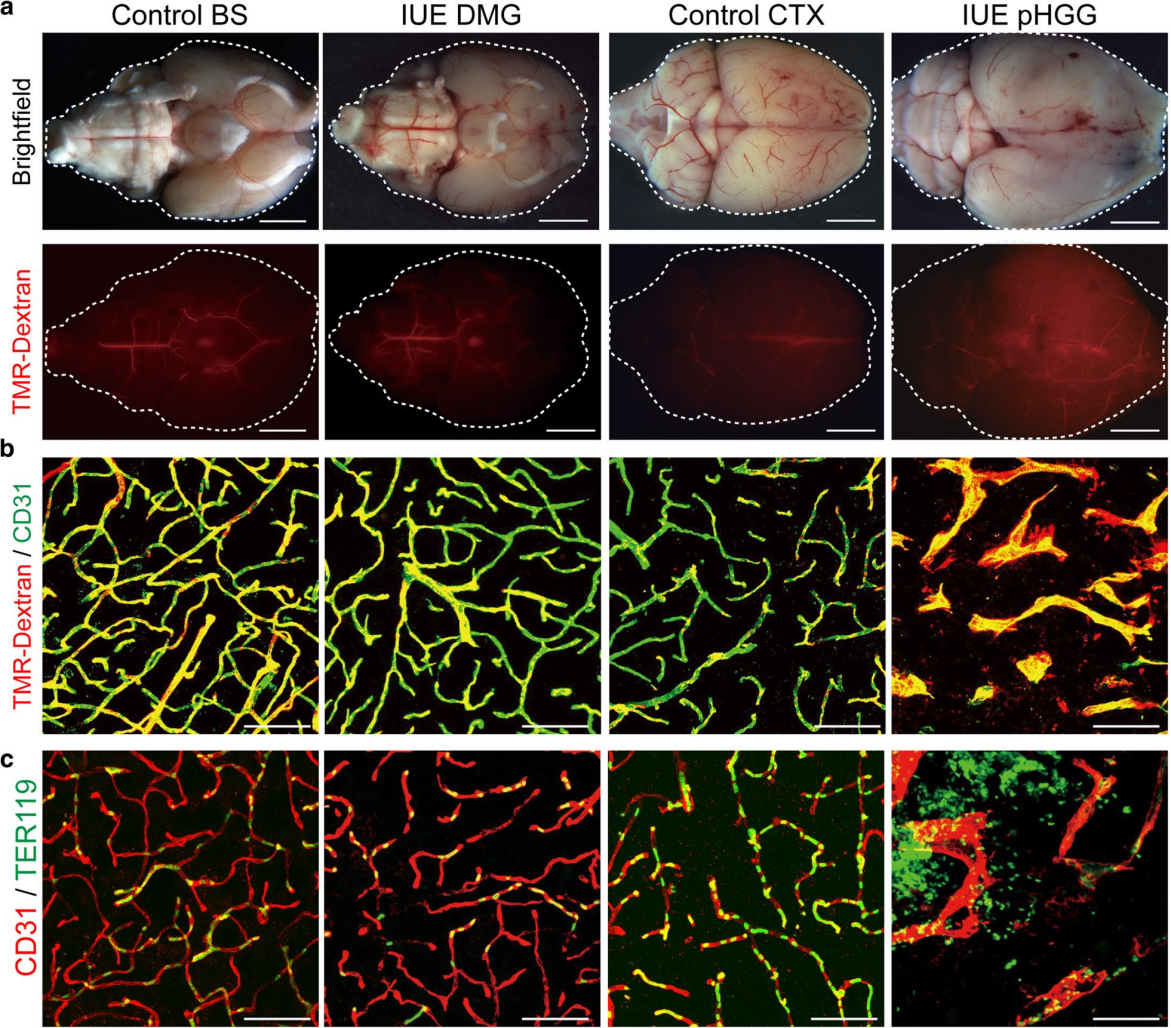
pHGG and DMG mouse models display differences in BBB function. **a** Representative whole brain images of brightfield and fluorescent TMR-dextran signal in control and IUE tumor conditions. Scale bar = 1 mm. **b** Representative immunofluorescent z-stack projection images of TMR-dextran and CD31 labeled sections. Scale bar = 20 μm. **c** Representative immunofluorescent z-stack projection images of control and IUE tumor conditions labeled with CD31 and Ter119 depicting the retention or extravascular leakage of red blood cells within samples. Scale bar = 20 μm

Interactions between endothelial cells and neighboring cell types which make up the neurovascular unit, (pericytes, astrocytes and neurons), are essential for instructing and maintaining blood–brain barrier function and vascular integrity. Immunostaining control and IUE glioma mouse models with Desmin, a marker of pericyte and smooth muscle cells, revealed no change in the vascular pericyte coverage in IUE DMG tumors, which maintained the same extent of pericyte coverage as the normal brainstem (Fig. 5a, d). IUE pHGG tumors displayed a significant decrease in pericyte investment compared to normal cortex and IUE DMGs (Fig. 5a, d). Changes in the extracellular matrix protein Collagen IV (ColIV) further demonstrated differences between IUE pHGG and DMG tumors, with IUE pHGG tumors showing decreased ColIV basement membrane staining, indicating changes in the neurovascular unit compared to normal brain and IUE DMG tumors (Fig. 5b, e). We also performed co-immunolabeling for Glut1 and Plasmalemma Vesicle Associated Protein (Plvap), a protein involved in endothelial fenestrae diaphragms, caveolae and trans-endothelial channels [33–35]. Plvap expression was not detected in Glut1-positive blood vessels in control brain regions or IUE DMG tumors, but could be found in some IUE pHGG vessels (Fig. 5c, f). While expression of Plvap could be sporadically found in pHGG blood vessels, its expression was not accompanied by the loss of Glut1, as previously described in medulloblastomas [14]. This would suggest at least the partial maintenance of a signaling program that regulates Glut1 expression in endothelial cells, rendering a hybrid or fluctuating state of BBB functionality. These data show that DMG blood vessels maintain numerous attributes of the normal NVU, while many of these elements are altered or partially disrupted in cortical pHGGs.

**Fig. 5:**
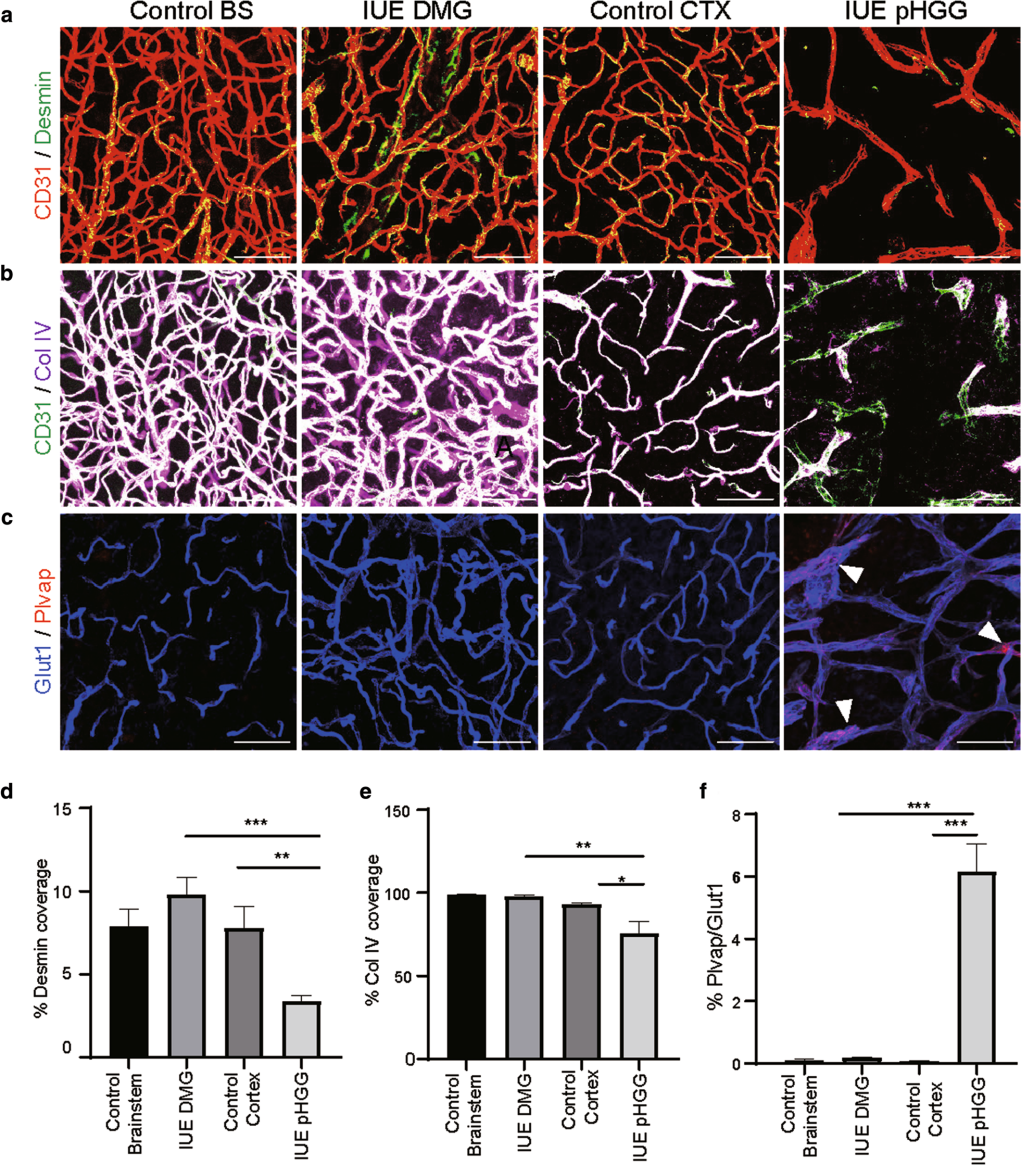
Mural cell coverage and BBB associated marker expression differences between pHGG and DMG mouse models. Representative immunofluorescent z-stack projection images of **a** Desmin and CD31, **b** Collagen IV and CD31, and **c** Plvap and Glut1 in each experimental condition. Scale bar = 20 μm. **d**, **e** Quantification of CD31-positive vessel coverage by desmin and collagen IV respectively. **f** Quantification of Plvap-positive area in Glut1-positive blood vessels in each condition. Data are presented as mean ± SEM. n = 3 for all conditions. *p < 0.05, **p < 0.001, ***p < 0.0001; unpaired t-test with Mann Whitney posthoc comparison

### Endothelial transcriptomes highlight differences and similarities between pHGG, DMG and normal brain endothelial signaling programs

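RNA-seq of sorted brain endothelial cells (ECs) and vessel fragments covered 17 mouse libraries. By their labels, 3 libraries each came from normal cortex (CTX), cerebellum (CB) and brainstem (BS), and 4 libraries each from the brainstem diffuse midline glioma (DMG) and the cortical pediatric high-grade glioma (pHGG) made by in utero electroporation (IUE). Tissue from several animals was pooled before each sort, so a library stands for a pool and not for a single mouse. The authors aligned the reads with TopHat, counted those on each known transcript with Bioconductor packages, and deposited whole-number counts for 24421 gene symbols without normalization. The paper's text names neither the genome build nor the strand setting of the counting, so genes that overlap others or have near-identical copies are uncertain. Each library held between 11634949 and 21682200 counts, with a median of 16431389. The median was 19873164 in the libraries labelled CTX, 15593410 in those labelled CB, 14952079 in those labelled BS, 18214379 in those labelled DMG and 17256202 in those labelled pHGG, and the ranges of the 5 groups overlapped. No library was a repeat of another, since even the closest pair differed by a chi-square of 12.2 per gene, where sampling noise alone gives about 1.

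Differential expression was tested on the counts as deposited with edgeR's quasi-likelihood test, with TMM scaling, edgeR's own filter on low counts, and only the libraries of the groups compared in each fit. Genes were called at a fold change over 2 and a Benjamini-Hochberg adjusted p-value under 0.05, the thresholds of the paper. Gene lists were scored in each library as the mean over their genes of the log2 CPM (reads of a gene relative to all counted reads of the library, with a prior count of 2) minus the gene's mean over the libraries compared, and the scores of groups were compared with two-sided exact permutation tests. With 4 libraries against 4, the smallest p such a test can give is 0.0286. Between the libraries labelled DMG and pHGG, the choice that moved the number of called genes most was the filter, and 4739 genes were called with edgeR's filter and 3275 when a gene had to have at least 10 counts in every library.

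The labels and the paper differ in places. The labels give the DMG model a wild-type H3.3 plasmid, where the paper gives H3.3K27M. The fold changes between the libraries labelled BS and DMG had the sign printed in the paper's supplementary table of BS against DMG ECs for only 2 of the 1517 genes of that table that were tested. For the table of DMG against pHGG ECs, of which 1999 of 2505 rows could be read, the signs were the same for 1938 of 1998 genes tested. For CTX against pHGG ECs, with 1999 of 4646 rows read, they were the same for 1938 of 1948. Which tissue the libraries labelled DMG, BS, CTX and CB came from is thus not settled, and groups are named by their labels throughout.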

We next purified endothelial cells and vessel fragments from normal brain regions (cortex, cerebellum and brainstem) and IUE DMG and pHGG tumors to examine molecular differences by whole-transcriptome analysis. Using antibody labeled magnetic beads to isolate Cd31 + / Cd45- endothelial cells and vascular fragments, comparison of positive and negatively sorted populations from normal brain samples showed positive enrichment for endothelial (*Cd31*, *Tie2*, *Vegfr2*) and pericyte (*Pdgfrb*) genes, and negative enrichment for microglia (*Cd68*) and neuronal (*NeuN*, *Tub3*) genes (Additional file 1: Fig. S4). Following RNA-seq, hierarchical clustering by Pearson’s correlation of all samples revealed two main branches separating IUE pHGG EC from normal brain region ECs (BS, CB and CTX) and IUE DMG ECs. 

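Pearson's correlation was computed between all 17 libraries on log2 CPM, and 1 minus r was clustered with complete linkage. The first split set the 4 libraries labelled pHGG against the other 13, and it was the same with average linkage, with Euclidean distance and on the 1000 genes with the largest variance. Pairs of pHGG libraries had a median r of 0.966, with a range of 0.958 to 0.975. Between pHGG and other libraries the median r was 0.859 with those labelled BS, 0.807 with CB, 0.785 with CTX and 0.773 with DMG. The highest r of any pHGG library with a library of another group was 0.899, below the lowest r between 2 pHGG libraries.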

Further separation between normal brain ECs and IUE DMG EC groups was evident, with a second branch point dividing these groups (Fig. 6a). 

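The next split of the same clustering did not set apart the 4 libraries labelled DMG. It separated the 3 libraries labelled BS and 1 of the 3 labelled CB from a branch that held the 4 labelled DMG, the 3 labelled CTX and the other two labelled CB, under each of the 4 settings. The libraries labelled DMG had a median r of 0.977 among themselves, 0.969 with those labelled CTX, 0.956 with CB and 0.920 with BS. Among the 3 libraries labelled BS the median r was 0.944, and among the 3 labelled CB it was 0.911, with a range of 0.904 to 0.987.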

A similar pattern emerged by principal component analysis (PCA), with samples from each group clustering in the same general region, and IUE pHGG ECs segregating the furthest away from normal brain ECs (Additional file 1: Fig. S5). 

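In a principal component analysis of log2 CPM, PC1 held 62.2% of the variance and PC2 9.08%. On the first 2 components the libraries labelled pHGG lay 184 ± 14 units (SD, n = 4) from the center of the 9 normal libraries, and those labelled DMG 47.3 ± 2.82 (SD, n = 4). The nearest pHGG library was at 169 and the farthest DMG library at 50.7. Since the labels of the DMG and normal libraries are in question, these distances cannot place DMG vessels near normal ones. Samples of a label did not all lie together. On PC1 the libraries labelled CB were at -78.8, -70.0 and 29.0, and those labelled BS at -12.0, -8.14 and 42.4. The share of PC1 depended on the genes used and was 74.1% over the 1000 genes with the largest variance.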

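Between the 4 libraries labelled DMG and the 4 labelled pHGG, 2552 of 13919 genes tested changed by more than 4-fold. Gene lists were drawn up by hand or by gene symbol before the counts were seen, since the Reactome sets used in the paper were not used here. Each was compared with all genes tested by a one-sided Fisher's exact test, and p-values were adjusted over 12 such tests. Of 18 MHC class II antigen presentation genes 17 passed the 4-fold threshold, all higher in pHGG (Fisher's exact test, p = 4.26e-12, adjusted p = 1.28e-11). Extracellular matrix genes made up 56 of those called out of 117 tested, of which 27 were higher in pHGG and 29 higher in DMG (Fisher's exact test, p = 2.59e-13, adjusted p = 1.04e-12). Of 23 platelet activation genes 11 were called, 10 of them higher in pHGG (Fisher's exact test, p = 0.00118, adjusted p = 0.00202). The background share of all genes tested was 18.3%. The smallest p-values among genes higher in pHGG belonged to Cotl1 (log2 fold change 4.66 ± 0.098 SE) and Kif2c (6.97 ± 0.203), and among genes lower in pHGG to Fbln2 (-5.73 ± 0.159), Ogn (-9.59 ± 0.268) and Neo1 (-2.76 ± 0.082). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 9.74e-08 for Cotl1 and 3.58e-07 for each of the others, and for each gene the 4 pHGG libraries lay wholly apart from the 4 labelled DMG. The pHGG score also differed by -3.012 for 16 pericyte and smooth muscle genes, 15 of them lower. For 12 meningeal fibroblast genes, a list added after the values of Plvap had been seen, it differed by -3.679. Other cells in the libraries may thus account for part of these changes, which was not tested.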

Comparison of differentially expressed genes (FC > 4, adj. p-val < 0.05) between IUE DMG EC and IUE pHGG EC identified over-represented gene sets related to immune system interactions (adaptive immune system, MHC class II antigen presentation), extracellular matrix regulation (ECM organization, ECM degradation), and vascular interactions (cell surface interactions at the vascular wall, platelet activation signaling and aggregation) (Fig. 6b, c). Further analysis of differentially up-regulated genes (FC > 2, adj. p-val < 0.05) in IUE pHGG ECs displayed enrichment in pathways related to immune response related pathways, while those up-regulated in IUE DMG ECs included extracellular matrix organization, SLC-mediated transmembrane transport, and signaling pathways (Hippo, Wnt) associated with BBB function [36–39] (Fig. 6d, Additional file 2: Table 1). Thus, beside preserving their morphology and blood–brain barrier function, IUE DMG blood vessels appear to maintain transcriptional programs that closely align with normal brain endothelium.

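At the 2-fold threshold, 2598 genes were higher in the libraries labelled pHGG and 2141 higher in those labelled DMG. All 24 genes of a microglia and macrophage lineage list were among those higher in pHGG (one-sided Fisher's exact test, p = 2.93e-18, adjusted p = 3.52e-17), as were 24 of 26 interferon response genes (p = 6.44e-16, adjusted p = 3.86e-15). Genes of the adhesion and activation of endothelial cells toward leukocytes scored 0.80 higher in pHGG, but the 2 groups overlapped (exact permutation test, p = 0.0571). Among the genes higher in DMG were 42 of 117 extracellular matrix genes (Fisher's exact test, p = 3.67e-08), while 40 others were higher in pHGG. That was also more than the share of all genes, 34.2% against 18.7% (Fisher's exact test, p = 4.58e-05, adjusted p = 9.16e-05). Extracellular matrix genes were thus over-represented in both directions. Solute carriers gave 56 of 251 (Fisher's exact test, p = 0.00216), with 50 higher in pHGG (p = 0.328). The share of solute carriers was 22.3% against 15.4% of all genes, and over genes with at least 10 counts in every library it was 15.6% (Fisher's exact test, p = 0.117), which is not past the threshold. Pericyte, smooth muscle and meningeal fibroblast genes also scored higher in the libraries labelled DMG. Changes in extracellular matrix genes and solute carriers may thus come partly from cells other than ECs. Hippo pathway genes gave 10 of 29 (p = 0.00879, adjusted p = 0.0117), Wnt target genes 9 of 29 (p = 0.0258, adjusted p = 0.031) and Wnt receptors and pathway components 7 of 29 (p = 0.147, adjusted p = 0.16), all by Fisher's exact test. Called higher in pHGG were 1 of these Hippo pathway genes, 7 of the Wnt target genes and 0 of the Wnt receptors and pathway components.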

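Each tumor library was set against normal libraries by its mean Pearson's r with them. With the normal region of its own label, the mean r was 0.908 ± 0.00549 (SD, n = 4) for the libraries labelled DMG against BS and 0.786 ± 0.0193 (SD, n = 4) for those labelled pHGG against CTX, a difference of 0.122 (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). With all 9 normal libraries it was 0.940 ± 0.00311 and 0.821 ± 0.019 (SD, n = 4 each), a difference of 0.120 with the same exact p. Leaving out any 1 of the 17 libraries kept the difference between 0.103 and 0.129. The labels of the DMG and normal libraries are in question, however. If the libraries labelled DMG came from normal tissue, a higher r with normal libraries would follow from that alone. The difference thus cannot show how close DMG vessels are to normal ones.

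**Figure D1:**
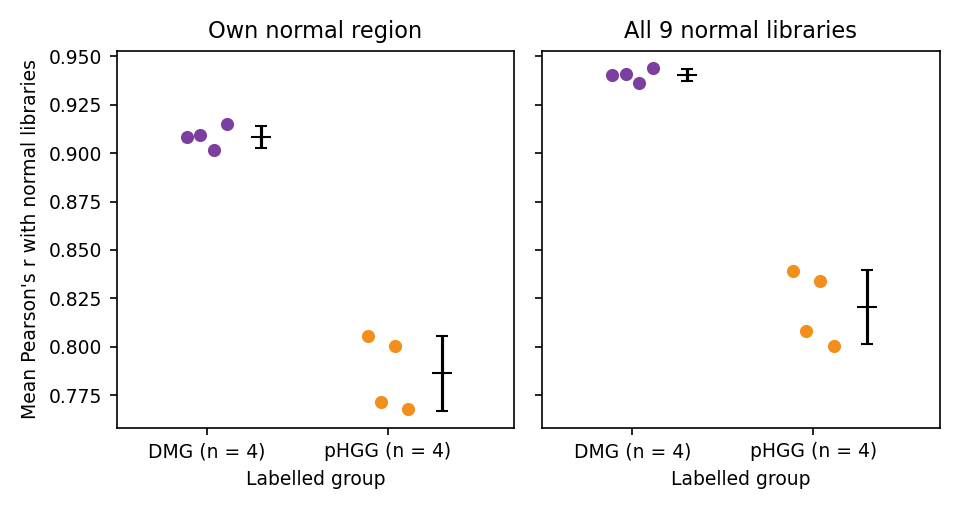
Mean Pearson's r of each tumor library with the normal libraries of its own region (left) and with all 9 normal libraries (right), by labelled group. Points are libraries and bars are mean ± SD, and the libraries labelled DMG (0.901 to 0.915 at left) all lie above those labelled pHGG (0.768 to 0.805).

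The paper proposes from its transcriptome comparisons that IUE DMG vessels keep transcriptional programs close to those of normal brain endothelium.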

**Fig. 6:**
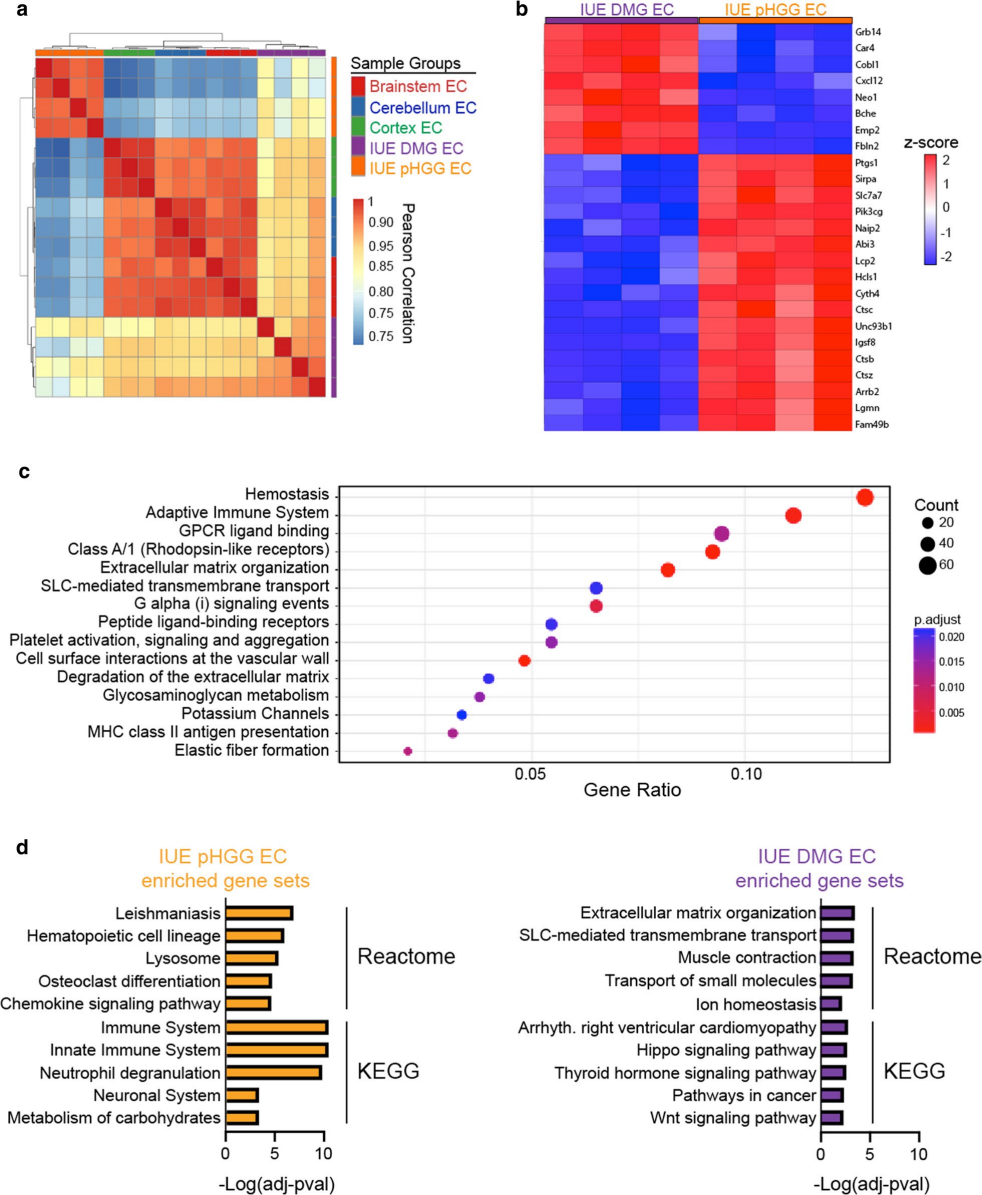
pHGG and DMG endothelial transcriptomes highlight heterogeneity of tumor-associated and normal brain endothelial signaling programs. **a** Hierarchical clustering of Pearson’s correlation plot visualizing the correlation values between samples. Scale bar represents the range of the correlation coefficients displayed. **b** Heatmap of the top 25 most significant (adj. p-value) differentially expressed genes between IUE DMG EC and IUE pHGG EC. **c** Gene sets enriched by over-representation analysis of differentially expressed genes (FC > 4, adj. *p* < 0.05) between IUE pHGG EC and IUE DMG ECs. **d** Gene sets enriched by over-representation analysis of differentially expressed genes (FC > 2, adj. *p* < 0.05) up-regulated in IUE pHGG EC or IUE DMG ECs

### Expression of secreted Wnt-antagonists does not alter DMG vascular phenotype

DMGs are invasive brain tumors, and our vascular analyses indicate minimal disruption to established blood vessels within brain regions harboring tumor cells. This is corroborated by the expression pattern of genes associated with endothelial tip or stalk cell identity [40, 41]. IUE DMG ECs display increased expression of stalk cell genes, while IUE pHGG ECs show higher expression of tip cell genes (Fig. 7a). 

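Fig. 7a shows no gene names, so tip and stalk cell genes were taken from lists of 41 and 35 genes written before the counts were seen. The tip cell score was -0.81 ± 0.165 (SD, n = 4) in the libraries labelled DMG and 0.81 ± 0.265 (SD, n = 4) in those labelled pHGG, a difference of 1.62 on the log2 scale (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0381 over the gene lists scored). The stalk cell score, over the 34 genes tested, was 0.53 ± 0.073 and -0.53 ± 0.188 (SD, n = 4 each), a difference of -1.06 with the same exact p. Of the 41 tip cell genes 32 were higher in pHGG, and of the 34 stalk cell genes 26 were lower. With each library left out in turn, the tip difference stayed between 1.51 and 1.71 and the stalk difference between -1.13 and -0.94.

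**Figure D2:**
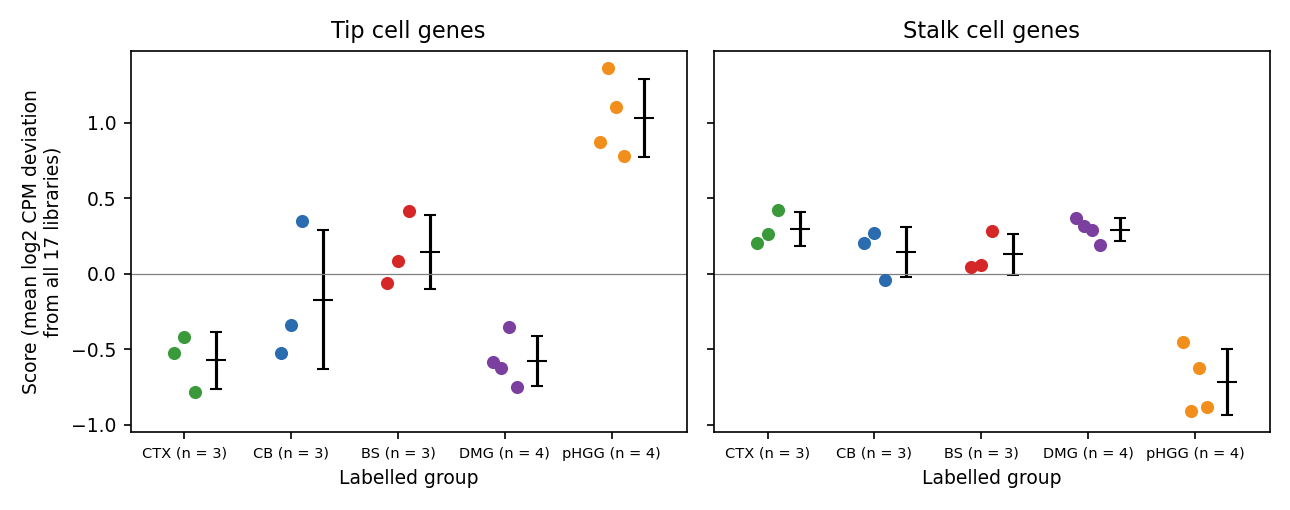
Tip (left) and stalk (right) cell gene scores of all 17 libraries by labelled group, as the mean log2 CPM deviation from all 17 libraries. Points are libraries and bars are mean ± SD, and the 4 pHGG libraries (0.78 to 1.36 for tip, -0.91 to -0.45 for stalk) lie apart from each of the other groups.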

Further supporting the idea of a more mature and stable vascular state in DMGs, analysis of transcription factor protein–protein interaction (PPI) networks identified *Sox17*, a transcription factor (TF) that is highly expressed in mature brain endothelial cells [42], as the most significantly enriched TF in DMG ECs (Fig. 7b). *Sox17* is a positive inducer of Wnt signaling [42], and together with *Ctnnb1*, which was also enriched in DMG ECs (Fig. 7b), may promote stability through the maintenance of proper Wnt signaling levels. 

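Sox17 (chromosome 1, 4490931 to 4497354, minus strand, GRCm38) encodes an SRY-box transcription factor, and Ctnnb1 (chromosome 9, 120929216 to 120960507, plus strand, GRCm38) encodes beta-catenin. Positions are from the GENCODE release 21 annotation of mouse and not from the authors' counting. Sox17 was at 219 ± 5.54 CPM (SD, n = 4) in the libraries labelled DMG and 39.1 ± 8.96 (SD, n = 4) in those labelled pHGG, a log2 fold change of -2.48 (SE 0.157, adjusted p = 3.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the normal libraries it was at 228 ± 12.4 CPM in CTX, 173 ± 76.9 in CB and 148 ± 72.6 in BS (SD, n = 3 each). The libraries labelled BS and DMG were not told apart with all libraries in the fit (log2 fold change 0.52, SE 0.274, adjusted p = 0.191 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out at a time this value ran from 0.339 to 1.005, and it was past the threshold in 1 of the 7 fits, the one without BS replicate XW023 (adjusted p = 0.0003 from the same edgeR test). Ctnnb1 was at 1990 ± 27.6 CPM in DMG and 984 ± 56.8 in pHGG (SD, n = 4 each), a log2 fold change of -1.002 (SE 0.088, adjusted p = 1.69e-05 from the same edgeR test), and between 2050 and 2200 CPM on average in the 3 normal regions. Across fits that each left out 1 library, the log2 fold change was -2.62 to -2.36 for Sox17 and -1.04 to -0.98 for Ctnnb1.

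**Figure D3:**
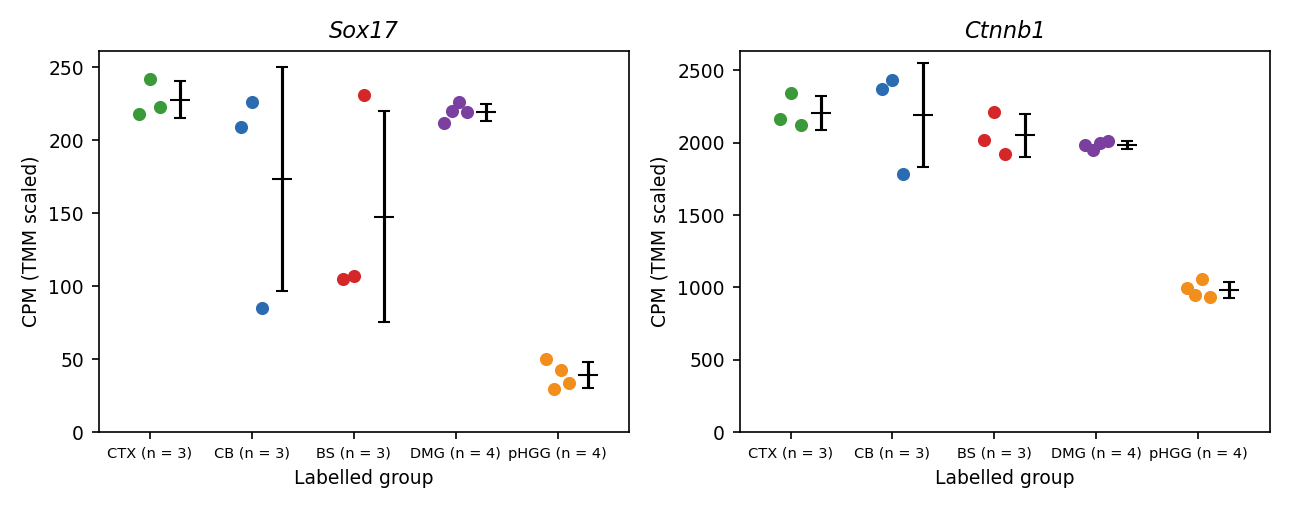
TMM-scaled CPM of Sox17 (left) and Ctnnb1 (right) in all 17 libraries by labelled group. Points are libraries and bars are mean ± SD, and the pHGG libraries (29.8 to 49.9 CPM for Sox17, 933 to 1060 for Ctnnb1) lie below each library of the other groups.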

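Cells of the leukocyte lineage were measured in the same counts by genes that ECs do not normally express. Ptprc, which encodes Cd45 (chromosome 1, 138062861 to 138175708, GRCm38), was at 143 ± 32 CPM (SD, n = 4) in the libraries labelled pHGG and 4.69 ± 1.19 (SD, n = 4) in those labelled DMG, a log2 fold change of 4.93 (SE 0.235, adjusted p = 1.19e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd68 was at 137 to 415 CPM in the pHGG libraries and at 5.39 to 8.67 in those labelled DMG. The score of the 24 lineage genes was 5.30 higher in pHGG (exact permutation test, p = 0.0286) and that of 26 interferon response genes 1.84 higher (p = 0.0286 by the same exact test).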

Within IUE pHGG ECs many enriched TFs in the PPI were associated with immune responses. These included Stat3, which was the most significantly enriched TF, and interferon response factors (IRF3/6) and NOD2, all of which can drive downstream signaling related to immune system activity.

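RNA is not what the network test measures, and that of 3 genes was compared here between the libraries labelled DMG and pHGG. Stat3 (chromosome 11, 100885098 to 100939540, GRCm38) was at 181 ± 21.9 CPM in DMG and 212 ± 15.5 in pHGG (SD, n = 4 each), a log2 fold change of 0.24 that was not past the threshold (SE 0.104, adjusted p = 0.0741 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Irf3 (chromosome 7, 44997648 to 45002848) was at 36.3 ± 1.49 and 43.4 ± 3.51 CPM, a log2 fold change of 0.27 (SE 0.081, adjusted p = 0.0161 from the same edgeR test), which was no longer past the threshold when libraries were scaled by size alone (0.19, adjusted p = 0.0641). The Irf3 call was also lost in 1 of 8 fits that each left out 1 library (adjusted p = 0.0553 from the same edgeR test). Nod2 (chromosome 8, 88647315 to 88688474) was at 7.06 ± 1.1 and 7.91 ± 0.908 CPM, a difference within the spread of the libraries (log2 fold change 0.18, SE 0.165, adjusted p = 0.369).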

**Fig. 7:**
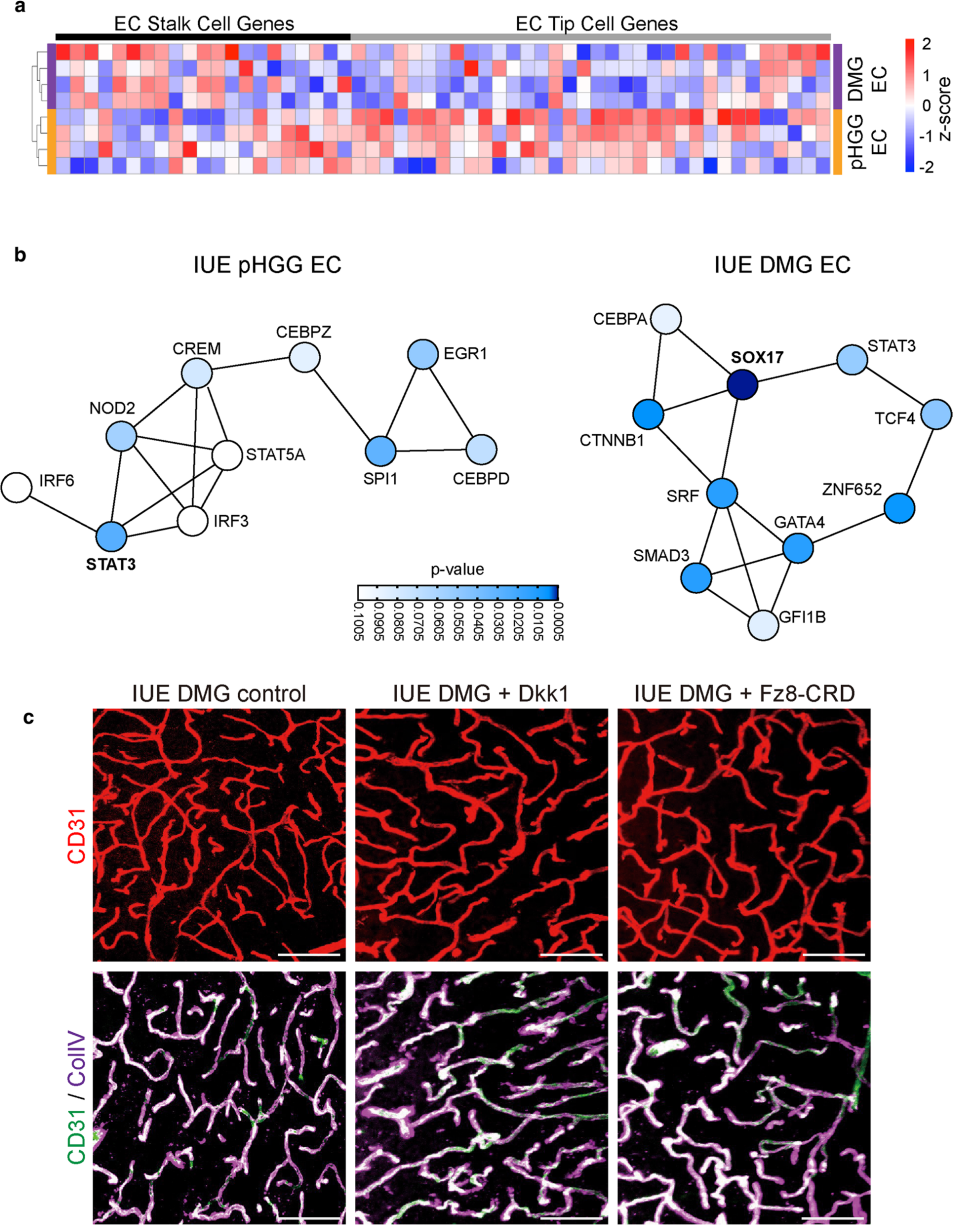
Expression of secreted Wnt-antagonists does not alter DMG vascular phenotype. **a** Heatmap of endothelial stalk and tip cell associated gene expression in IUE pHGG and DMG ECs. **b** Transcription factor protein–protein interaction networks enriched in IUE pHGG or DMG ECs. **c** Representative immunofluorescent z-stack projection images of CD31 labeled or CD31 and Collagen IV labeled blood vessels in IUE DMG control, Dkk1, or Fzd8-CRD-IgG tumors. Scale bar = 20 μm

Canonical Wnt-signaling is essential for blood–brain barrier formation in the developing brain [36, 37]. In addition, prior work in medulloblastoma and adult glioblastoma have shown that inhibition of endothelial Wnt-signaling, by either expression of secreted Wnt-antagonists such as Dkk1 and Wif1 [14, 16], or genetic deletion of Wnt signaling components in endothelial cells [17], results in tumor vascular abnormalities and blood–brain barrier dysfunction. To test whether Wnt antagonists could alter the vascular phenotype of DMG tumor models we expressed the Wnt receptor antagonist Dkk1, or a secreted version of the Fzd8 receptor (Fzd8-CRD-IgG) [43] in our IUE DMG mouse model (Additional file1: Fig. S6). IUE DMG tumors expressing empty vector control or the secreted Wnt antagonist (Dkk1 or Fzd8-CRD-IgG) developed tumors with similar latencies, and analysis of vascular content and supporting components, such as ECM proteins, did not identify any significant changes induced by secreted Wnt antagonist (Fig. 7c). Our data suggests that differences in the angiogenic state of tumor-associated vasculature will influence how they respond to other external cues, adding an additional layer of complexity to interactions within the tumor microenvironment.

## Discussion

Our analyses across pHGG and DMG implant based PDX and native forming IUE mouse models reveal phenotypic and molecular differences in tumor-associated vasculature, which recapitulate findings in biopsy and autopsy derived patient specimens. While variations in glioma BBB function have been appreciated within the field, including regional differences in glioma mouse models [44], a detailed comparison that catalogs and validates these differences between malignant gliomas has not been carried out. We show that the vascular network within DMGs remains mostly intact with respect to blood vessel morphology, BBB function and transcriptional programs, while cortical pHGGs display both phenotypic and transcriptional changes related to disorganized angiogenesis, inflammation and BBB dysfunction (Fig. 8). Moreover, DMG tumors display limited sensitivity to the expression of secreted Wnt antagonists, which have been shown to drive BBB dysfunction in glioblastoma and medulloblastoma [14, 16], suggesting heterogeneity in the response of tumor-associated blood vessels to extrinsic signals in the tumor microenvironment.

**Fig. 8:**
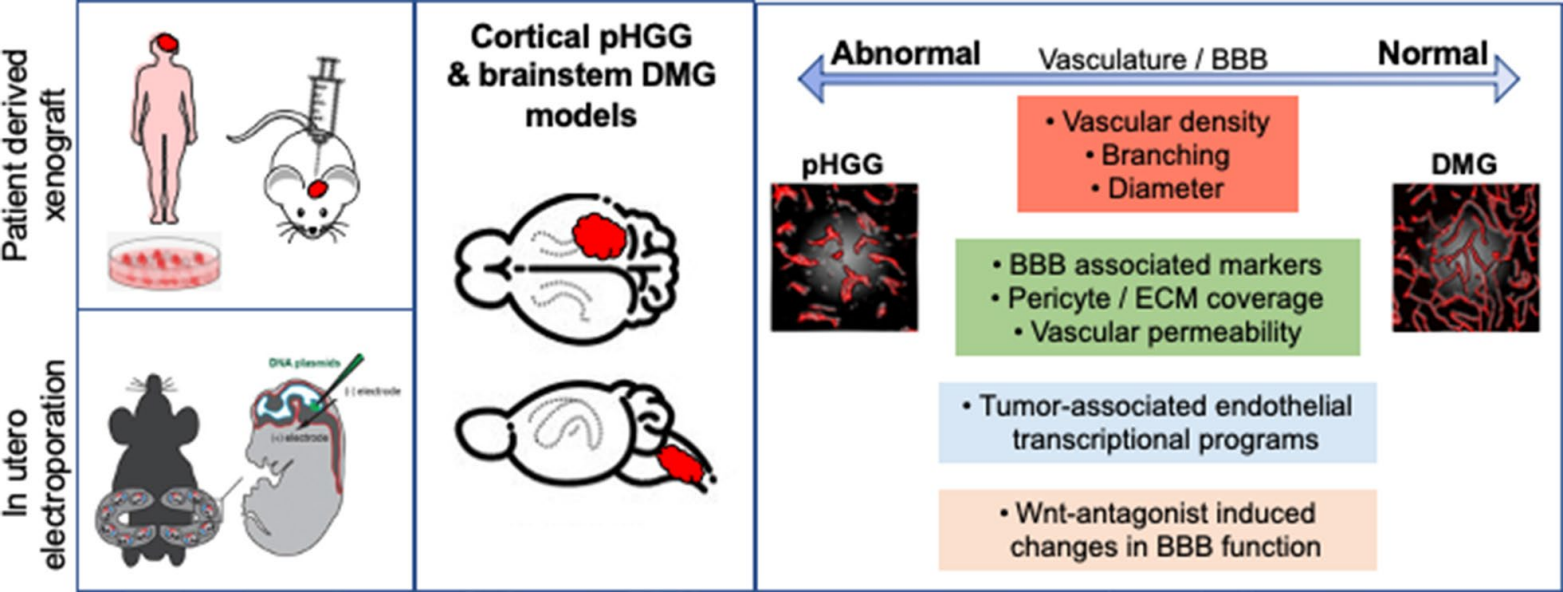
Summary of pHGG and DMG models and vascular phenotypes associated with each tumor type. Patient derived xenografts and in utero electroporation based cortical pHGG and brainstem DMG models were utilized to investigate in vivo vascular phenotypes. Across model systems, DMG tumor-associated blood vessels consistently displayed vascular phenotypes, BBB function and transcriptional programs similar to normal brain endothelium. pHGG tumor-associated blood vessels were associated with abnormal vascular phenotypes, BBB dysfunction, and transcriptional changes

In pathological conditions, including brain tumors, the BBB presents a conundrum for treatment strategies. On one hand, the BBB is commonly cited as an important factor in brain tumor treatment resistance since the majority of drugs and small molecules display limited BBB penetration [3]. On the other hand, poor perfusion in abnormal and “dead end” vascular structures that lack BBB function can impede drug delivery [45]. Studies examining angiogenesis and BBB specification during normal CNS development have identified endothelial Wnt signaling as an essential regulator [36, 37]. The vascular phenotype of Wnt mutants shares many common features with that in glioblastoma, including chaotic architecture, hemorrhaging, the formation of glomeruli structures and a lack of BBB functionality [36, 37, 46–49], suggesting a direct link between Wnt signaling disruption and brain tumor vascular abnormalities. Indeed, compared to normal brain and DMG ECs, pHGG ECs show a modestly decreased Wnt-signaling at the transcriptome level, indicating that alterations in this essential BBB signaling pathway likely participate in generating pHGG vascular abnormalities. 

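Wnt signaling at the level of RNA was scored over a list of Wnt/beta-catenin target genes. Over the 28 target genes tested, the score was 0.18 ± 0.168 (SD, n = 9) in the normal libraries and -0.41 ± 0.259 (SD, n = 4) in those labelled pHGG, a difference of -0.60 (two-sided exact permutation test, p = 0.0014, the smallest the design allows, adjusted p = 0.00292), with 20 of the 28 genes lower in pHGG. Against the 3 libraries labelled CTX alone it was -0.469 and not past the threshold (exact permutation test, p = 0.0571, adjusted p = 0.0793). Against the libraries labelled DMG the difference was -0.35 over 29 genes, of which 18 were lower in pHGG (exact permutation test, p = 0.0286, adjusted p = 0.0381). This smaller difference depended on the test. With z-scores per gene it was -0.44 (exact permutation test, p = 0.114), and camera, which compares the set with the other genes, gave p = 0.142. In pHGG the score of 29 Wnt receptors and pathway components differed by -0.612 from that of the libraries labelled DMG, with 27 genes lower (exact permutation test, p = 0.0286, adjusted p = 0.0381; camera p = 0.000132), and by -0.538 from the 9 normal libraries (exact permutation test, p = 0.0014, adjusted p = 0.00292). The pHGG score of 25 pan-endothelial genes differed by -0.684 from the libraries labelled DMG and by -0.762 from the 9 normal libraries. These falls were larger than those of the Wnt scores in the same comparisons. With the median gene difference in place of the mean, this held except for Wnt targets against the normal libraries. There the medians were -0.720 for Wnt targets and -0.656 for pan-endothelial genes. Dilution of endothelial RNA by that of other cells may thus account for all or part of the lower Wnt scores, which was not tested. Single genes moved in both directions between the libraries labelled DMG and pHGG. Axin2 had a log2 fold change of -1.57 (SE 0.134, adjusted p = 1.49e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Lef1 of -1.25 (SE 0.102, adjusted p = 1.16e-05). Both genes fell by more than the pan-endothelial score did. The receptor Fzd4 had -0.91 (SE 0.206, adjusted p = 0.004), and Apcdd1, an inhibitor of the pathway, was higher in pHGG with 1.12 (SE 0.207, adjusted p = 0.00132). The paper's value for Apcdd1 in this comparison is -1.17, the opposite sign, so its direction rests on labels that are in question. From decreased Wnt signaling in pHGG ECs, the paper proposes that this pathway takes part in the vascular abnormalities of pHGG.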

Despite these changes, pHGG blood vessels retain some features of the BBB, as most endothelial cells express Glut1, and only a small subset co-express Plvap, a component of fenestrated pores [35]. This could be due to residual levels of Wnt signaling within gliomas, as BBB-specific Wnt-ligands (Wnt7a, Wnt7b and Norrin) are expressed by glial lineage cell-types, including oligodendrocyte progenitors and astrocytes [50–53]. It could also be due to variability in Vegf signaling, as Vegf ligands are required for the formation of fenestrated blood vessels in the choroid plexus [54]. While Wnt signaling is essential for sprouting angiogenesis into the developing CNS and BBB formation [36, 37, 49], how it interfaces with traditional pro-angiogenic factors like Vegf in development and pathological conditions remains an open area of investigation. Another possibility is that only certain mechanisms employed by the BBB are altered in pHGGs. While Glut1 expression is a BBB associated marker in CNS vasculature, its expression can be maintained in the presence of other NVU alterations that impact BBB function, such pericyte loss [55, 56]. Pericyte coverage has been shown to directly mediate transcytosis rates [55–57], and in healthy brain, receptor mediated transcytosis allows the selective crossing of plasma proteins, which switches to a more general transcytosis mechanism with aging and pericyte loss [58]. Decreased pericyte coverage in pHGGs could have a particular impact on transcytosis and could in part explain why Glut1 expression is maintained in regions that display vascular permeability.

Beside our immuno-staining characterization that demonstrates DMG blood vessels retain normal morphological features and BBB function, we find that DMG ECs maintain a transcriptional program similar to that of normal brain ECs. 

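The libraries labelled BS and DMG differed in 1942 of 13654 genes tested, of which 1048 were higher in DMG and 894 lower. Between the libraries labelled CTX and pHGG, 4724 of 14005 genes differed, of which 2778 were higher in pHGG and 1946 lower. All 22 genes of a blood-brain barrier list were lower in the libraries labelled DMG than in those labelled BS, with a score difference of -1.124 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0794), and lower than in the 9 normal libraries, with a difference of -0.641 (exact permutation test, p = 0.0154, adjusted p = 0.163). Between pHGG and DMG the score differed by -0.092 (exact permutation test, p = 0.686). In pHGG it differed by -0.722 from the 9 normal libraries, with 16 of 22 genes lower and overlapping groups (exact permutation test, p = 0.021, adjusted p = 0.0276). Against the libraries labelled CTX alone the pHGG difference was -0.337 (exact permutation test, p = 0.257). The genes with the smallest p-values between BS and DMG were A4galt (log2 fold change 2.33 ± 0.12 SE), Ptgfr (3.66 ± 0.196) and Kazald1 (2.89 ± 0.158), which were higher in DMG, and Adamtsl2 (-3.64 ± 0.171), Igsf5 (-2.04 ± 0.103) and Ifi27l2a (-4.78 ± 0.244), which were lower. Their adjusted p was 0.000129, or 0.000135 for Kazald1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Igsf5 has 2 overlapping entries in the annotation, so its counts are uncertain. For these genes and for the barrier scores of the libraries labelled DMG, the sign is that of the labels, and the labels of both groups are in question. Scored over all 17 libraries, the barrier list was at -0.45 to -0.20 in DMG, -0.21 to 0.02 in CTX and 0.61 to 0.99 in BS. A loss of barrier genes in DMG vessels is thus not shown.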

Examination of endothelial tip and stalk cell gene expression reveals increased expression of stalk cell genes in DMG ECs, and elevated expression of angiogenic tip cell genes in pHGG ECs. Moreover, PPI network analysis identified Sox17 as the most significantly enriched differentially expressed transcription factor in DMG ECs. Sox17 expression is highest in more mature brain endothelial cells [42], suggesting that tumor-associated blood vessels in DMGs mainly consist of existing mature vasculature, and not newly created vessels that develop in a highly organized fashion. Transcription factors enriched in pHGG EC PPI networks were mainly related to inflammatory mediated pathways, agreeing with the general immune-related signatures identified when comparing to normal or DMG ECs. 

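Compared with the 9 normal libraries, the score of 19 MHC class II genes was 4.17 higher in the libraries labelled pHGG, with all 19 genes higher (two-sided exact permutation test, p = 0.0014, adjusted p = 0.00292), and that of 24 microglia and macrophage genes was 5.33 higher, with all 24 genes higher and the same exact p. Interferon response genes scored 0.65 higher, within the spread of the normal libraries (exact permutation test, p = 0.236). Against the 3 libraries labelled CTX alone they scored 1.514 higher, with all 26 genes higher (exact permutation test, p = 0.0286, adjusted p = 0.0421). The genes with the smallest p-values between the libraries labelled CTX and pHGG were Cotl1 (log2 fold change 5.00 ± 0.159 SE), Slamf9 (6.48 ± 0.207) and Marcksl1 (4.35 ± 0.146), higher in pHGG, and Emp2 (-4.80 ± 0.114), Fbln2 (-5.81 ± 0.144) and Fam81a (-4.77 ± 0.126), lower in pHGG. Their adjusted p lay between 1.63e-06 and 4.61e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.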

Stat3 is a critical mediator of immune related responses in gliomas [59, 60]. Interactions between microglia and glioma tumor cells can promote a mesenchymal cell state in glioma tumor cells, which is dependent on Stat3 activation [61]. Additionally, increased cytokine expression caused by interactions between microglia and glioma cells can activate endothelial Jak / Stat3 signaling, resulting in increased vascular permeability in vitro [62]. Together, this can lead to increased endothelial expression of leukocyte adhesion molecules, which are associated with BBB dysfunction and inflammation [63, 64]. DMGs tend to display low T-cell infiltration compared to other gliomas [65]. Whether differences in the tumor microenvironment and pHGG and DMG vascular properties directly or indirectly influence the differential recruitment of infiltrating immune cells into tumors will be of particular interest to further delineate.

We find that DMG vessels are not particularly sensitive to the expression of secreted Wnt antagonists, which have previously been shown to drive BBB dysfunction in glioblastoma [16] and medulloblastoma [14, 15]. This finding, taken together with our data showing DMGs contain a stable network of blood vessels in a mature endothelial transcriptional state, lead us to postulate that differences in the angiogenic state of brain tumors plays a role in their responsiveness to fluctuations in Wnt signals. Canonical Wnt signaling by specific ligands (Wnt7a, Wnt7b, Ndp) and co-receptor complexes (Fzd4, Gpr124, Reck, Lrp5/6) is essential for BBB induction and maturation in the developing brain [36, 37, 46, 47, 66–69]. Yet, inhibition or deletion of these Wnt ligand or receptor components in the mature brain under normal homeostatic conditions does not impact vascular integrity or BBB function [17, 42]. Levels of endothelial Wnt signaling in the brain change over the course of brain development and maturation. Previous studies have shown canonical Wnt signaling, using the BAT (beta-catenin activated reporter) LacZ reporter mouse, decreases in brain endothelial cells as they mature [42, 70]. Moreover, expression of *Apcdd1*, an inhibitor of the canonical Wnt pathway, increases with age, ensuring the proper level of Wnt signaling required for proper angiogenesis and BBB development [71]. Understanding how these differences in Wnt signaling during vascular development and maturation apply to brain tumors will be important to consider not only for DMGs, but also for pHGGs and adult glioblastomas, since they also contain regions of tumor-associated vasculature that are not engaged in active angiogenesis.

In summary, we present a detailed analysis of pHGG and DMG tumor-associated vascular profiles, highlighting blood vessel heterogeneity and differences between these deadly brain tumors. Additionally, our data shows DMGs respond differently to variations in Wnt signaling levels, pointing out a need to further understand how canonical Wnt signaling and Vegf signaling interplay to regulate angiogenesis and BBB specification both in normal CNS development and in pathological settings. As current outcomes for most malignant gliomas are dismal, regardless of their vascular phenotype, there is a critical need for new and improved therapeutic strategies [8]. For example, strategies to “normalize” leaky and torturous blood vessels within brain tumors could be accomplished by stabilizing endothelial Wnt signaling. This could provide the benefit of promoting normal vascular growth and BBB function within tumors, enhancing the perfusion and vascularity of brain tumors even better than current anti-Vegf therapies. Recent strategies have leveraged receptor mediated transcytosis to deliver cargo into the brain [72, 73]. By defining the expression of receptors in endothelial cells across the normal brain and brain tumor types, one can develop approaches to target the delivery of new therapies into brain tumors that have been traditionally hard to penetrate. Transcytosis can also be upregulated using (microbubble-mediated) focused ultrasound (FUS). This is a non-invasive method that temporarily opens the BBB in a targeted location. Although drug delivery by FUS is thought to mainly function through mechanical stimulation of the blood vessels and consequent opening of tight-junctions, several other mechanisms of BBB opening, including transcytosis, have been described after ultrasound treatment [74]. Other methods to circumvent the BBB are convection-enhanced delivery (CED), in which drugs are directly infused into the parenchyma or tumor under a hydrostatic pressure gradient [75], the use of nanoparticles, or intranasal/intra-arterial delivery [76]. A better understanding of the tumor vasculature can help to decide which method to use in certain tumor types.

Together, the present work provides new insights that emphasize the need to consider vascular heterogeneity among brain tumors in the development of new therapeutic strategies.

## Supplementary Information

**Additional file 1** contains data related to supplementary figures 1–6. This includes vascular stains in (Fig S1) PDX and (Fig S2) primary pHGG and DMG samples, examples of intratumoral heterogeneity in IUE pHGG mouse models (Fig S3), validation of endothelial purity following magnetic cell sorting (Fig S4), PCA of endothelial samples (Fig S5), and validation of Dkk1 expression in IUE pHGG overexpression models (Fig S6).

**Additional file 2** contains data related to transcriptional analysis of endothelial samples from normal brain regions, IUE pHGG and IUE DMG mouse models. Tab1: DEGs comparing DMG vs. pHGG ECs; Tab2: DEGs comparing BS vs. DMG ECs; Tab3: DEGs comparing Ctx vs. pHGG ECs; Tab 4: Pathways enriched in pHGG ECs compared to DMG ECs; Tab5: Pathways enriched in DMG ECs compared to pHGG ECs.

## Data Availability

Supporting data for this manuscript are available in the Supplemental Information section. The RNA-sequencing data that support the findings of this study are available in GEO, deposited under the identifier GSE179372.

## Abbreviations

BBB: Blood brain barrier
DMG: Diffuse midline glioma
PHGG: Pediatric high-grade glioma
GEMMs: Genetically engineered mouse models
NVU: Neurovascular unit
CNS: Central nervous system
MRI: Magnetic resonance imaging
CE: Contrast enhancement
IUE: In utero electroporation
PDX: Patient derived xenograft
BS: Brainstem
CTX: Cortex
CB: Cerebellum
H&E: Hematoxylin and eosin
qPCR: Quantitative real-time polymerase chain reaction
TMR: Tetramethylrhodamine
ECs: Endothelial cells
Cldn5: Claudin5
Plvap: Plasmalemma vesicle associated protein
TF: Transcription factor
COLIV: Collagen IV
MACS: Magnetic cell sorting
FUS: Focused ultrasound
CED: Convection enhanced delivery

How the deposited data were processed for this re-analysis (not part of the article)

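RNA-seq of brain endothelial cells and vessel fragments sorted from mice was analysed in 17 libraries, which the labels assign to 5 groups. These are 3 libraries each of normal cortex, cerebellum and brainstem, and 4 each of the DMG and pHGG models made by in utero electroporation. The groups were taken from the labels and the groups named in Fig. 6a. The labels and the paper differ on the H3.3 plasmid of the DMG model (wild type in the labels, K27M in the paper), and the groups keep the paper's names.

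The authors pooled tissue before each sort, sequenced poly(A) RNA, aligned the reads with TopHat and counted the reads on known transcripts with Bioconductor packages. They deposited raw counts per gene symbol, as whole numbers that were not normalized, for 24421 genes. The paper's text does not name the genome build, the annotation, the version of TopHat or the counting package. All 17 columns of counts were matched to a sample by name, and 0 columns were left unused. Total counts per library ran from 11634949 to 21682200 with a median of 16431389. At this depth counting error is small beside the spread between libraries for all but low genes, and the number of libraries, 3 or 4 per group, limits the precision.

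Differential expression was tested on the counts with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM scaling, filterByExpr, Benjamini-Hochberg adjustment). Only the 2 groups compared entered each fit, and genes were called at an adjusted p under 0.05 and a fold change over 2, or over 4 where the paper used that. A further fit of 4 groups tested the difference between the tumors after each was set against its own normal region. Gene positions are from GENCODE release 21 (GRCm38) and only describe where a gene lies. Gene lists, 25 in all, were written down before the counts were seen, apart from those of forebrain and hindbrain identity, added after the label conflict had been seen, and of choroid plexus and meningeal fibroblasts, added after the values of Plvap had been seen. They were scored as the mean log2 CPM deviation (prior count 2) and compared with exact permutation tests, or compared with all genes tested by one-sided Fisher's exact tests. Clustering and principal components used log2 CPM of genes passing edgeR's filter over all libraries. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for the remaining steps.

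The tests were tried on simulated counts drawn from the real means and library sizes with known changed genes. For DMG against pHGG, edgeR recovered 87.5% of the changed genes with 2 false calls among 13799 genes, and 100% of the recovered signs were right. For BS against DMG it recovered 80.5% with 6 false calls among 13454 genes, and for CTX against BS 77.5% with 11 among 12998. Few genes were changed in the simulation, 197 of the 13799 tested for DMG against pHGG, as many up as down before filtering. The real comparison gave 4739 calls. The simulation thus cannot show how the scaling behaves when so many genes change.

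Genes named in the text follow a rule set before the data were examined. It admits each gene the paper names or shows in Fig. 6b or 7b, members of the gene lists, and for each of 3 comparisons the 3 genes higher and the 3 lower with the smallest p whose groups lay apart. Which of the many genes so admitted to print was decided after their fits had been seen.

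The alternatives, also set before the data were examined, were DESeq2 1.42.0, limma-voom (limma 3.58.1), other scalings, other filters, all libraries in 1 fit, other scores and leaving out each library in turn. Limma-voom with library size only was added after seeing the data. Alternatives meant for normalized values were not run, because the table holds counts.

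The labels were checked against the paper's 3 supplementary tables of differential expression, whose fold changes and mean expression were recomputed from the counts. That check found other libraries behind the columns of the tables than the labels name. Fits on the groups found by that check were also run at first and then set aside, because a sample's group is not to be read from its values. Each test reported here uses the labelled groups. Enrichr, gProfiler, iGEAK and Reactome, which the paper used for its networks and pathways, were not used here. Staining, survival and qPCR data were not analysed here.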

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

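The tests in this part were chosen after the results had been seen, apart from that of the difference between brainstem and cortex. Groups of 4 libraries were searched for a library far from the others in 114 measures, and 4 such values were found, 2 of them in replicate XW010. Some results were left out of the text. The counts of these measures, of single genes and of genes compared with the paper leave them out too. Chance alone gives about 1 in 20 groups, so among the measures kept the number of values is no more than chance gives. That does not make each of them chance, since the 2 of replicate XW010 go with the conflict of its label described further below.

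The choroid plexus score of the libraries labelled DMG had 1 library far below the others, at -2.22 against 4.43 for the nearest. It was replicate XW010, and the remaining libraries of that label were between 4.43 and 5.39. Choroid plexus tissue in the libraries labelled DMG was tested as a source of their higher Plvap. The score was lower in pHGG by a difference of -5.645, and the groups overlapped because of that library. Replicate XW010 also had the lowest Plvap of its label, 15.1 CPM, against 160 to 231 CPM in the others, so the overlap does not speak against this source. Over the 13 libraries not labelled pHGG, Plvap followed the choroid plexus score with a Spearman's correlation of 0.956, so choroid plexus tissue is a likely source of part of the Plvap RNA. Meningeal fibroblasts were tested in the same way, and both gene lists were added after the values of Plvap had been seen. Their score differed by -3.679 and was higher in each library labelled DMG than in each pHGG library, but over the same 13 libraries its correlation with Plvap was -0.159, so meningeal cells are an unlikely source. A biological difference in Plvap between the tumors cannot be told apart from choroid plexus tissue in the libraries.

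The score of hindbrain identity genes was at 1.57 in replicate XW010 against -1.39 for the next library labelled DMG. This library recomputes another column of the paper's tables than the remaining libraries of its label do. The astrocyte score was at 0.935 in pHGG replicate XW001 against -0.363 for the next, and what sets that library apart was not tested.

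Col4a1 was at 2470 CPM in 1 library labelled DMG (replicate XW009) against 1720 for the next. This does not change a direction, since the pHGG libraries lay above at 3720 to 7020 CPM. No biological explanation was tested for this library.

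After each tumor was set against its own normal region as labelled, 6121 of 14561 genes differed between the tumors. In 50 splits of the libraries that were drawn with a fixed seed, the real one included, 1 gave as many genes, and the largest count in the others was 8. Of the 4739 genes called between the libraries labelled DMG and pHGG, 89% were called in the same direction in this comparison. A difference between brainstem and cortex as such was tested as an explanation of those 4739 genes. Only 0.338% of them were called in the same direction between the libraries labelled BS and CTX. That test rests on the labels of the normal libraries, which are in question, so a biological reading of the 6121 genes cannot be told apart from a mislabelling, for which the closest other grouping gave a root mean square difference of 0.002334 from the paper's tables.

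Genes of tumor cells and oligodendrocyte progenitors, which the paper did not analyse, scored 3.45 higher in the libraries labelled pHGG than in the 9 normal libraries, with 15 of 17 genes higher (two-sided exact permutation test, p = 0.00559, adjusted p = 0.00998). Tumor cells carried through the sort were tested with a list of proliferation genes. That score was 2.933 higher in pHGG, but the groups overlapped, since a library labelled CB (replicate XW020) reached 2.38 and the lowest pHGG library was at 1.93. The overlap rests on the labels of the normal libraries. Against the libraries labelled CTX alone the score was 4.508 higher and against those labelled DMG 4.623 higher, with all 17 genes higher and the groups apart in both (exact permutation test, p = 0.0286 each). Tumor cells in the pHGG libraries thus remain a possible source, and dividing cells of other kinds were not told apart from them.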

How the results depend on the processing

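The alternatives were set before the data were examined, apart from limma-voom with library size only, which was chosen after seeing the data. Over 21 main results, 121 comparisons with an alternative other than leaving out a library gave 114 with the same direction and side of the threshold, 3 weaker and 4 moved, and none was reversed. The added alternative left all 8 gene counts it was run on within 1.5 times their first value.

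Requiring at least 10 counts in every library lowered the genes changed over 4-fold between the libraries labelled DMG and pHGG from 2552 to 1273, and those changed between CTX and pHGG from 4724 to 3132. Under the same filter the share of solute carriers among genes higher in DMG fell from 22.3% to 15.6% (Fisher's exact test, p = 0.117). A filter of this kind also drops genes that are near absent from 1 of the 2 groups, and the other alternatives kept that share past the threshold. PC1 held 74.1% of the variance over the 1000 genes with the largest variance and 46.1% with genes scaled to unit variance. The Wnt target score of pHGG minus DMG was -0.44 with z-scores per gene (exact permutation test, p = 0.114), and camera on the same difference of -0.35 gave p = 0.142. Under the other 5 alternatives it was between -0.50 and -0.34 with an exact permutation p of 0.0286. The cause of these changes was not tested.

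Leaving out 1 library at a time gave 638 to 1618 genes between the libraries labelled CTX and BS, against 1335 with all of them. Of those 6 fits, 3 moved by more than 1.5 times. For the Wnt target score of pHGG minus DMG the 8 such fits gave -0.51 to -0.34, and in 4 of them the result was no longer past the threshold (largest exact permutation p = 0.0857). With 3 libraries against 4, the smallest p remains 0.0286, so size of the groups alone is not the reason. The other main results kept their side of the threshold in each such fit. The genes changed between DMG and pHGG, for example, stayed between 4738 and 5037.

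Plvap between the libraries labelled CTX and pHGG reversed with limma-voom, from a log2 fold change of -0.64 to 0.26, and with the added alternative to 0.21. Without 1 library at a time it ran from -1.20 to 0.51. It was past no threshold in any of these. Among the 38 single genes, 263 comparisons with alternatives gave 257 unchanged, 1 weaker, 4 stronger and 1 reversed. Irf3 lost its call with library size only (log2 fold change 0.19, adjusted p = 0.0641 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p ran from 0.00328 to 0.0678 over its alternatives. Without 1 library at a time its log2 fold change ran from 0.218 to 0.307, and the call was lost in 1 of 8 fits.

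With scaling by library size only, the median log2 fold change of all genes was 0.128 between BS and DMG, against 0.00353 with TMM, and -0.134 in the region-adjusted comparison, against -0.00583. The share of called genes that were higher in DMG than in BS rose from 54.0% to 62.2% with it, and to 64.8% with the added alternative. Changes between these groups are thus relative to the scaling.

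Other splits of the same libraries were fitted for each count of genes. Among the 35 splits of the 8 libraries labelled DMG and pHGG, 1 gave as many genes changed over 2-fold, over 4-fold, and in each direction, namely the real one. The same held for 1 of 35 splits of BS and DMG and for 1 of 35 of CTX and pHGG. For CTX and BS, 1 of 10 splits gave as many, a share that cannot go lower with 3 libraries against 3.

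No paired analysis was possible because the groups share no replicate numbers. The alternatives meant for normalized values were not run, since the table holds counts. Total counts of at least 11634949 per library mean that depth limits only low genes.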

Differences from the paper's values

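Between DMG and pHGG, 4739 genes were called at a 2-fold change, against 2505 in the paper's supplementary table. With at least 10 counts in every library the number was 3275, which is within 1.5 times the paper's. None of the other alternatives set before the data were examined closed the gap. The paper's table is recomputed from other libraries than those labelled DMG, as described further below. The 2 numbers thus compare different libraries, and the filter is not shown to be the reason for the gap.

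For single genes, the paper's log2 fold changes are those of its supplementary tables, and the values given beside them are those of the labelled groups. The DMG, BS and CTX columns of those tables are recomputed from libraries that carry other labels. The gaps below thus also compare different libraries. Of 10 genes compared between DMG and pHGG, 6 differed. Ptprc was at 4.93 against the paper's 3.94, Cotl1 at 4.66 against 3.16, and Kif2c at 6.97 against 1.89. Apcdd1 was at 1.12 against the paper's -1.17, the opposite sign. None of the alternatives closed these gaps. Slc2a1 was at -0.64 against the paper's -1.04, and without pHGG replicate XW001 it was -1.03. With limma-voom and library size only, an alternative chosen after seeing the values, it was -0.82, which is within its standard error of 0.276 of the paper's value. Axin2 was at -1.57 against the paper's -1.39, and it was -1.52 without pHGG replicate XW002, -1.50 without pHGG replicate XW005 and -1.50 without DMG replicate XW010, each within its error of the paper's value. No other alternative set before the data were examined closed these 2 gaps.

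All 7 genes compared between BS and DMG had the opposite sign to the paper's. A4galt was at 2.33 against the paper's -2.38, Ptgfr at 3.66 against -3.50, Kazald1 at 2.89 against -3.31, Adamtsl2 at -3.64 against 2.85, Igsf5 at -2.04 against 1.80, Ifi27l2a at -4.78 against 4.28, and Apcdd1 at -2.32 against 1.88. None of the alternatives set before the data were examined closed these gaps, nor did the one added later.

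Of 9 genes compared between CTX and pHGG, 4 differed. Cotl1 was at 5.00 against the paper's 4.65, Marcksl1 at 4.35 against 4.83, and Fam81a at -4.77 against -5.22. With all 17 libraries in 1 fit these were 5.01, 4.36 and -4.76, with larger standard errors that reach the paper's values, and no other alternative closed them. Plvap was at -0.64 against the paper's -4.78, and no alternative closed that gap.

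The paper describes a second branch of the clustering that divides IUE DMG ECs from normal ECs. By the labels, that branch held the 3 libraries labelled BS and 1 labelled CB, and the libraries labelled DMG stayed with CTX.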

Other observations

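The tests in this part were chosen after the results had been seen, apart from that of the regional identity genes, whose lists were added after the conflict of the labels had been seen but before their own values were.

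The fold changes of the labelled groups did not give those of the paper's supplementary tables, and 4 explanations of this were tested. The first was that the libraries carry other labels than the groups the paper compared. The fold changes and mean expression of the 3 tables were recomputed for 1701700 groupings of libraries for the DMG and pHGG table and 680680 for each of the others. In each table 1 grouping gave the mean expression to within 0.01 log2 units, with a largest root mean square difference of 0.002334, and the fold changes of 100% of the genes read from the table had the right sign. Of the tables, 1999 of 2505 rows could be read for DMG and pHGG, 1999 of 4646 for CTX and pHGG, and all 1526 for BS and DMG. The second closest groupings were at 0.187 for DMG and pHGG, 0.104 for BS and DMG, and 0.147 for CTX and pHGG. The labelled groups were at 0.715, 0.419 and 0.454 in the same order. When 20 known groupings were given to the same search, it recovered 20. The pHGG column of the tables was given by the 4 libraries labelled pHGG. The DMG column was given by the 3 labelled BS and 1 labelled CB, the BS column by 2 labelled CTX and 1 labelled DMG, and the CTX column by 3 labelled DMG. In all, 10 of the 14 libraries that recompute a column carry another label, and 3 libraries recompute none. The labels in the public record may thus be shifted against the samples, or the tables may have been made with other groups. The match to the tables alone cannot say which of the 2 is right, and the fits first run on the groups so found were set aside and are not reported.

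The second explanation was that the groups of the BS and DMG table were named in the wrong order. Mean expression has no order, and over the 7 labelled libraries it differed from the table by 0.4188, so a swap of the names alone is unlikely. The third was another scaling. Under TMM, RLE and library size only, at most 0.264% of that table's genes had its sign, so scaling is an unlikely cause too.

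The fourth used genes of regional identity. The comparison of forebrain with Hox reads was left undecided, because Nr2f1, which is not confined to the forebrain, made up 88.2% of the forebrain counts in the 3 libraries labelled DMG that gave the CTX column. Hox reads alone, which mark hindbrain and spinal cord, were then summed. In the libraries labelled DMG they were at 0.331, 0.546 and 0.638 CPM in the 3 that gave the CTX column and at 11.1 in the 1 that gave the BS column. In those labelled CTX they were at 13.8 and 12.0 in the 2 that gave the BS column and at 1.41 in the other. In those labelled CB they were at 19.1 in the 1 that gave the DMG column and at 2.31 and 1.41 in the others, and in those labelled BS, which all gave the DMG column, at 11.3, 12.2 and 19.3. With the lowest brainstem-labelled library at 0.331, libraries labelled BS or DMG did not all lie above those labelled CTX. In the libraries that gave the CTX, BS and DMG columns, Hox reads were low or high as the region of the column and not that of the label would have them. This is consistent with labels that are shifted against the samples, which remains a hypothesis until the submitters are asked. Proliferation genes are a further value on this. All 17 were lower in the libraries labelled DMG than in those labelled BS, with a score difference of -3.48 (exact permutation test, p = 0.0286, adjusted p = 0.0794).

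Immune genes were higher in the libraries labelled pHGG than in those labelled DMG, and the check of the tables left the labels of the pHGG libraries as they are. Myeloid cells carried through the sort were tested by lineage-restricted genes, whose score was higher in each pHGG library, by 5.297. Activation of the endothelial cells themselves was tested by their leukocyte adhesion genes, whose score was 0.797 higher with overlapping groups. Against the libraries labelled CTX it was 0.975 higher with the groups apart (exact permutation test, p = 0.0286, adjusted p = 0.0421), with 8 of 12 genes higher, so such activation is not excluded. Leukocyte RNA may thus make up part of the immune signal, and the sort against Cd45 did not remove the Ptprc transcript from the pHGG libraries. Of 25 pan-endothelial genes, 88% were lower in pHGG than in the libraries labelled CTX, which is consistent with endothelial RNA being diluted by that of other cells. The score of the same list was 0.684 lower in pHGG than in the libraries labelled DMG. Sox17 fell by more than that, with a log2 fold change of -2.48, so a dilution of this size may account for part of its fall at most. How much of the smaller fall of Ctnnb1, -1.002, is such a dilution was not tested.

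The paper stained vessels for products of several genes, and their RNA was measured in the sorted libraries. Plvap was lower in pHGG than in the libraries labelled DMG (7.36 ± 4.58 against 143 ± 91.2 CPM, SD, n = 4 each; log2 fold change -4.26, SE 0.787, adjusted p = 0.00129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Des was lower too (33.8 ± 13.6 against 329 ± 63.5 CPM, SD, n = 4 each), and Col4a1 was higher (5720 ± 1420 against 1850 ± 418 CPM, SD, n = 4 each). Slc2a1, which encodes Glut1, had a log2 fold change of -0.64 (SE 0.286, adjusted p = 0.0756 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; from 0.0232 to 0.0812 over its alternatives with all libraries).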
